# System Responses to Equal Doses of Photosynthetically Usable Radiation of Blue, Green, and Red Light in the Marine Diatom *Phaeodactylum tricornutum*

**DOI:** 10.1371/journal.pone.0114211

**Published:** 2014-12-03

**Authors:** Kristin Collier Valle, Marianne Nymark, Inga Aamot, Kasper Hancke, Per Winge, Kjersti Andresen, Geir Johnsen, Tore Brembu, Atle M. Bones

## Abstract

Due to the selective attenuation of solar light and the absorption properties of seawater and seawater constituents, free-floating photosynthetic organisms have to cope with rapid and unpredictable changes in both intensity and spectral quality. We have studied the transcriptional, metabolic and photo-physiological responses to light of different spectral quality in the marine diatom *Phaeodactylum tricornutum* through time-series studies of cultures exposed to equal doses of photosynthetically usable radiation of blue, green and red light. The experiments showed that short-term differences in gene expression and profiles are mainly light quality-dependent. Transcription of photosynthesis-associated nuclear genes was activated mainly through a light quality-independent mechanism likely to rely on chloroplast-to-nucleus signaling. In contrast, genes encoding proteins important for photoprotection and PSII repair were highly dependent on a blue light receptor-mediated signal. Changes in energy transfer efficiency by light-harvesting pigments were spectrally dependent; furthermore, a declining trend in photosynthetic efficiency was observed in red light. The combined results suggest that diatoms possess a light quality-dependent ability to activate photoprotection and efficient repair of photodamaged PSII. In spite of approximately equal numbers of PSII-absorbed quanta in blue, green and red light, the spectral quality of light is important for diatom responses to ambient light conditions.

## Introduction

Sunlight is the primary source of energy and a crucial source of information for all photoautotrophs. Marine diatoms, which are responsible for close to 40% of the primary productivity in the world's oceans [1], [2], experience high spatial, temporal and spectral variability in growth irradiance regime due to selective attenuation of solar irradiance in aquatic medium [3]. Longer wavelengths of light are rapidly absorbed by water, with the result that a cell at the surface experiences more red-enriched light than a cell in deeper waters, where green and blue wavebands predominate [4]. In addition to incident solar radiation and time of day, light quality and quantity is also highly affected by the presence of coloured dissolved organic matter (cDOM) and suspended particles [4]. Free-floating diatom cells experience constant vertical displacement in the water column due to tides, waves and currents, and consequently require a high degree of photobiological flexibility. Through a complex system of photoreception and sensory- and metabolic pathways [5], [6], [7], diatoms manage to continuously sense, evaluate and acclimate their photosynthetic apparatus to changes in the intensity of the downwelling irradiance (Ed, Photosynthetically Available Radiation (PAR); 400–700 nm), its spectral quality (E_λ_), its orientation and the day length [8].

The main pigments responsible for harvesting the light-energy that fuel photosynthesis in diatoms include chlorophylls (Chl) *a* and *c* and the carotenoid fucoxanthin (Fuco), bound to fucoxanthin-chlorophyll *a*, *c*-binding antenna proteins (FCPs) [9], [10]. Whereas the chlorophylls absorb light in the blue (400–500 nm) and red (600–700 nm) wavebands of the PAR spectrum, the main accessory pigment Fuco is responsible for the capability of diatoms to absorb light within the green region (500–570 nm). In 2008 and 2009, work by Premvardhan et al. [11], [12] led to the classification of Fuco into two each of high (Fuco_blue_) and low (Fuco_red_) energy absorption and 1–2 of intermediate (Fuco_green_) energy absorption that are allied to their location and function in the LHC proteins of the antenna. Their respective absorption maxima in solvent (MeOH) after extraction from the thylakoids, are located at 445 and 463 nm (Fuco_blue_), 488 and 492 nm (Fuco_green_) and 505 and 510 nm (Fuco_red_). However, in the FCP complexes they absorb in a much wider range of wavelengths (390–580 nm) than in solution (400–520 nm) [12]. This reflects the various conformations and local environments in the LHC proteins, and these differences in absorption and electrostatic properties among the Fuco reflect the important role of the protein environment in fine-tuning the light-harvesting properties of the pigments.

Complementary chromatic adaptation (CCA) is a well-known mechanism in cyanobacteria involving a massive restructuring of the light-harvesting antenna in response to changes in the ambient light quality [13]. This phenomenon allows the microorganism to modify the pigment composition of the antenna to match the wavebands available for photosynthesis. The less flexible FCPs of diatoms prevent them from performing classical CCA. However, recent research has shown that the absorption characteristics of the light harvesting antenna are influenced by light intensity dependent changes in the amount of the three different forms of fucoxanthin (Fuco_blue_, Fuco_green_, Fuco_red_) and the LHC proteins to which they are bound [14]. Low light (LL) acclimated cells have been found to be enriched in Fuco_red_, whereas cultures grown in higher light contain more Fuco_blue_. The exact effect of light quality on the protein-pigment composition of the FCPs has not yet been established.

There are two main mechanisms through which primary producers can sense changes in the ambient growth light [15]. 1) Variations in the rate of photosynthetic electron transport, results in a changed metabolic state of the chloroplast. This change is translated into the up- and down- regulation of nucleus-encoded plastidial proteins through retrograde (organelle-to-nucleus) signaling, which eventually will acclimate the organellar functions to the new light conditions [16]. The reduction/oxidation (redox) state of certain electron transport chain (ETC) components and redox-active soluble compounds have been found to function as signaling parameters involved in adjustment of the photosystem stoichiometry in plants and algae [17], [18], [19], [20], [21]. Several other plastidial signals of different origins (e.g. intermediates of pigment biosynthesis, reactive oxygen species (ROS) and metabolite pool changes) have also been suggested to regulate nuclear gene expression [15], [16], [22]. 2) Photoreceptors constitute the second mechanism sensing irradiance changes in photosynthetic organisms [23]. Different classes of photoreceptors absorb light of various wavelengths depending on the chromophore present in the protein [23], [24]. The absorbed light is converted into biochemical signals that ultimately change the biological activity of cells and organisms [23]. The diatom genomes sequenced to date encode several blue-light receptors [6], that belong to the family of aureochromes found only in photosynthetic Stramenopiles [26], as well as receptors belonging to the widely distributed cryptochromes [27]. Phytochromes, which are red/far-red light receptors, have also been identified in diatoms [6], [25]. Even though light in the green region of the PAR spectrum is the dominating waveband in fjord- and coastal waters [4], no green light photoreceptors have yet been identified in diatoms. Knowledge about the biological function of the different photoreceptors in diatoms is sparse [28]. The signaling cascades and regulatory processes activated by the photoreceptors are basically unknown [28], and none of the downstream components found in plant photoreceptor pathways are present in diatoms [28], [29].

Algal responses to differences in spectral light have been extensively studied. However, most of these studies have not made a clear distinction between the responses due to spectral quality and those due to total irradiance [30], [31], [32], [33], [34], [35], [36], [37]. Pigments absorb light in a highly discriminatory way depending on wavelength; consequently, spectrally dependent responses have to be studied taking the algal absorption spectra into account [38], [39], [40], [41], [42], [43].

To investigate differences caused by light quality alone, we calculated the intensities of blue (BL), green (GL) and red (RL) light providing the same rate of photons for absorption by the algae and thus available for photosynthetic energy transfer, in the marine diatom *Phaeodactylum tricornutum* [44]. We combined time series studies of pigment composition, photosynthetic efficiency and capacity (*in vivo* chlorophyll *a* fluorescence kinetics), and transcriptional regulation through genome-wide transcriptional profiling in order to study the functional connection between molecular response patterns and effects at the metabolic and physiological level. The samples that constituted the base for our previous study on molecular and photosynthetic responses to darkness-white light (WL) transitions [45] were included in selected analyses of the present study. This was done to enable a comparison between acclimation to light of different spectral quality to WL-acclimation.

## Results

*P. tricornutum* cells cultured in continuous white light (CWL) were kept in darkness for 48 h (D48) before being re-exposed to either the initial white light (WL) or to blue light (BL), green light (GL) or red light (RL) at equal Photosynthetically Usable Radiation (PUR). The incubation times were 0.5 h, 6 h and 24 h. Material was harvested from all treatments and time-points. Global gene expression status, cellular pigment concentration, photosynthetic parameters and *in vivo* pigment light energy transfer efficiency (ETE) were examined in the harvested material.

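The global gene expression data came from 27 one-colour microarrays, with 3 biological replicates for each of BL, GL and RL at 0.5 h, 6 h and 24 h. The irradiance was 50 µmol m-2 s-1 for BL, 100 µmol m-2 s-1 for GL and 230 µmol m-2 s-1 for RL, so that light colour and irradiance changed together. The paper chose these irradiances to give equal PUR. RNA was amplified, labelled with Cy3 and hybridised to Agilent arrays that carry 43803 non-control probes of 60 nt. The authors read the scanned arrays with Agilent Feature Extraction (version 9.5.1.1), which removes a spatial background trend within each array and writes a processed signal for each probe on a linear scale. The arrays lay on 10 slides, each of which held arrays of a single exposure time, and were scanned on 4 days. Between 87.6% and 96.4% of the probes on an array were well above background (median 94.7%), and at most 5 probes on an array were saturated. The 75th percentile of the processed signal was between 1112 and 1695 on the 3 arrays of BL at 0.5 h, between 1920 and 3158 for GL at 0.5 h and between 2988 and 3373 for RL at 0.5 h, against a median of 2988 over all arrays. The highest of these percentiles was 8970, on an array of GL at 24 h. Spots with an outlier flag were left out (13 to 248 per array). The log2 of the processed signal minus the array's 75th percentile was then compared between groups with one limma model of all 27 arrays (a mean for each of the 9 groups), with Benjamini-Hochberg adjustment over the 43760 probes that could be fitted. Probes with an adjusted p below 0.05 were counted as differentially expressed. The number of arrays limits the precision: in simulated data for RL against BL at 0.5 h, 53% of 2-fold and 86% of 4-fold changes among 200 changed probes out of 42355 were recovered. In the data, 60.4% of the probes differed in this contrast, so that the adjusted threshold was looser there. The simulated shares therefore describe a contrast with few changes. The arrays of WL and of the dark-treated cells were not analysed here, so that the contrasts are between BL, GL and RL. The array files name each probe only by a design number. Probes were therefore paired with genes through the qRT-PCR primers of Table S5, and 9 probes held a full primer of 1 of 7 genes (*PsaE*, *PsbV*, *OEE3*, *HEMC*, *CHLG*, *PSB29* and *LHCR6*). The level of *PsaE* and *PsbV* is the mean of 2 probes and that of the other genes comes from 1 probe.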

### Transcriptional profiling of nuclear and plastid transcripts and light quality dependency

The differences in molecular acclimation to light of BL, GL and RL compared to WL at corresponding time points were elucidated, focusing on the regulation of genes encoding photosynthesis-related proteins, proteins involved in assembly and repair of photodamaged PSII, ROS scavenging enzymes and photoreceptors. The microarray analysis revealed clear differences in the transcriptional profiles of cultures exposed to the individual treatments, particularly at the 0.5 h time point. 

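At 0.5 h, 21959 of the 43760 probes (50.2%) were differentially expressed between GL and BL, 11841 of them higher and 10118 lower in GL. Between RL and BL the number was 26430 (60.4%), of which 14420 were higher and 12010 lower in RL. RL and GL differed in 14216 probes (32.5%), with 8357 higher and 5859 lower in RL. At 6 h the numbers were 2270 (5.19%) for GL against BL, 8429 (19.3%) for RL against BL and 7764 (17.7%) for RL against GL. After 6 h of light, 653 probes were higher and 1617 lower in GL than in BL, while 3660 were higher and 4769 lower in RL than in BL. How the counts divide into higher and lower depended on the scaling of the arrays: with normexp background correction the share higher went from 54.6% to 40.5% for RL against BL at 0.5 h and from 28.8% to 43% for GL against BL at 6 h, and with quantile normalization from 58.8% to 48.6% for RL against GL at 0.5 h. At 24 h, 990 probes (2.26%) differed between GL and BL, 4521 (10.3%) between RL and BL and 2602 (5.95%) between RL and GL. Several arrays shared a slide, and a fit with the slide as a block called 26686, 30387 and 18930 probes at 0.5 h (GL against BL, RL against BL and RL against GL), 3704, 12653 and 11714 probes at 6 h and 1113, 5563 and 3175 probes at 24 h. Of the other settings tried, an added requirement of a 2-fold change gave the largest move, to 3393 probes for RL against BL at 6 h, while for GL against BL normexp background correction moved the count further at 6 h (1039 probes) and an adjusted p below 0.01 at 24 h (553 probes). Leaving out a single array changed some of the counts at 24 h by more than 1.5 times. Without replicate 3 of BL, 612 probes differed between GL and BL. Without replicate 2 of BL, 2987 differed between RL and BL, and without replicate 3 of GL, 1708 differed between RL and GL. From its own contrasts of each light colour with WL, the paper states that the transcriptional profiles differed clearly between the treatments and most of all at 0.5 h.

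**Figure D1:**
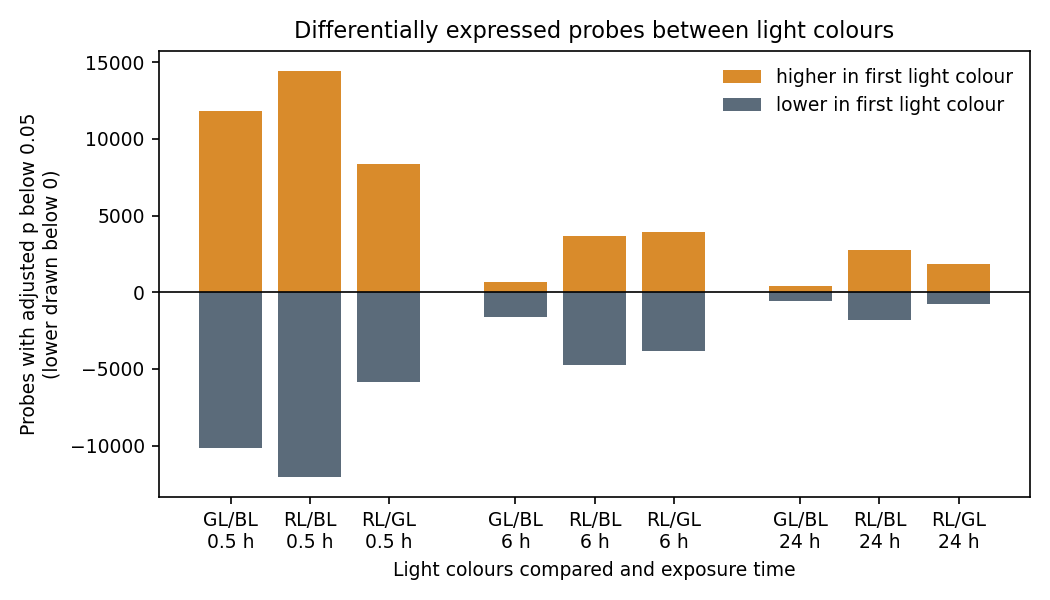
Number of probes (vertical axis) with a limma adjusted p below 0.05 for each pair of light colours at 0.5 h, 6 h and 24 h (horizontal axis), from 3 arrays per group, with probes higher in the first light colour above 0 and those lower in it below 0. For each pair the bars are longest at 0.5 h and shortest at 24 h, and at each exposure time RL and BL differ in the largest number.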

Transcripts represented by approximately 43% of the probes on the microarray were significantly differentially regulated when comparing RL-treated cells with cultures exposed to WL for 0.5 h. For GL and BL-treated cells, the corresponding numbers were 22% and 11%, respectively. The differences diminished with light exposure time, but RL proved to be most different from WL also after 6 h and 24 h of treatment. While the amount of regulated transcripts decreased to below 2% when comparing cells exposed to 24 h of BL or GL with WL-treated cells, the number of regulated probes was almost five times higher for RL-treated cultures. Probes representing chloroplast genes do not always produce reliable expression ratios, and these ratios need to be controlled by qRT-PCR [45], [46]. The microarray analyses indicated that photosynthesis-related chloroplast genes, contrary to large amounts of the nuclear genes, responded in much the same way regardless of what wavelengths the cells were exposed to. 

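2 of the photosynthesis-related chloroplast genes, *PsaE* and *PsbV*, could be followed on the arrays. Neither was differentially expressed between any pair of light colours in the limma fit at any of the 3 exposure times, and none of these contrasts had an unadjusted p below 0.05 (lowest 0.118). The log2 level of *PsaE*, relative to the 75th percentile of the array, was −0.37 ± 0.86 (SD, n = 3) in BL, −0.83 ± 0.28 (SD, n = 3) in GL and −0.99 ± 0.50 (SD, n = 3) in RL at 0.5 h. At 24 h it was 0.60 ± 1.19 in BL, 0.72 ± 1.55 in GL and 0.27 ± 1.29 in RL, each with n = 3. The log2 expression ratio of GL to BL at 0.5 h was −0.46 (standard error 0.72, adjusted p = 0.62), that of RL to BL was −0.62 (adjusted p = 0.48) and that of RL to GL was −0.16 (adjusted p = 0.91). With single arrays left out in turn, the ratio of RL to GL was between −0.35 and 0.13, and its sign depended on replicate 1 of RL. At 6 h the ratios of *PsaE* between light colours were between −0.16 and 0.42, and at 24 h between −0.46 and 0.13. In this fit, which has no slide block, the standard error was larger than each of these ratios, so that differences of this size were not detectable for *PsaE*. At 24 h its spread followed the slides, with levels between −1.06 and −0.25 on some slides and between 1.14 and 1.74 on the others. With the slide as a block, the ratio of RL to BL at 24 h went from −0.33 to 0.51 and did not pass the threshold. Both probes of the gene gave ratios of the same sign at 0.5 h, for example −0.39 and −0.53 for GL to BL. The paper sets chloroplast genes apart from the large number of nuclear genes that responded differently to the wavelengths.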

QRT-PCR of selected chloroplast genes encoding proteins necessary for photosynthesis confirmed these indications (Table S1).

### Gene expression categories of photosynthesis associated nuclear genes

The results of the transcriptional analyses of D48-treated cells and cells re-exposed to WL described in Nymark et al. (2013), suggested that a majority of the photosynthesis associated nuclear genes (PhANGs) and a few photoreceptor genes could be divided into three main categories based on their gene expression profiles. Category 1 included genes encoding light-harvesting complex (LHC) proteins, enzymes necessary for formation of pigments and proteins comprising PSII and other photosynthetic electron transport chain (ETC) components [45]. The gene expression profile representing the category 1 genes was characterized by low transcriptional activity in darkness, modest induction after 0.5 h re-exposure to WL and generally high expression when exposed to WL for longer periods of time. Category 2 described genes encoding proteins suggested to be involved in photoprotection, and were strongly, but transiently induced by the moderate light intensity and peaked after 0.5 h of re-exposure to light. In this study we have also added genes encoding proteins involved in repair and assembly of PSII and a few genes that encode ROS scavenging enzymes to the category 2 group. The expression of genes assigned to the category 3 group peaked after prolonged darkness and showed a gradual reduction towards the initial levels during 24 h of WL re-exposure. The expression of genes belonging to the first two categories will be further commented in this paper.

The exposure of *P. tricornutum* cells to light of different qualities, in addition to WL, supported to a great extent the division of most of the above-mentioned genes into category 1 or 2, by producing light quality-dependent gene expression patterns specific for each of the two categories. The category 1 and 2 gene expression patterns are drawn schematically in Figure 1. BL caused a low to moderate and in some cases no induction of the category 1 genes after 0.5 h of light exposure (Figure 1A). GL in particular, but also RL induced significantly stronger expression of genes in this category than BL, whereas the WL gene responses was intermediate and most often varied between the level found in BL and RL treated cultures. 

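Of the 53 category 1 genes of the study, 3 could be followed on the arrays through their qRT-PCR primers: *OEE3*, *HEMC* and *CHLG*. The paper had chosen these genes for qRT-PCR, so that they are not a random sample of the category. All 3 were differentially expressed at 0.5 h in GL and in RL compared to BL, over all probes and genes tested as well as when adjusted over the list alone. All 3 are also category 1 genes in the lists of the earlier study. The median log2 expression ratio of the 3 genes was 4.68 for GL to BL (range 3.93 to 5.43) and 4.48 for RL to BL (range 2.63 to 4.84). For each gene, every array of GL and of RL was above every array of BL. For a single pair of groups with 3 arrays against 3, chance gives a separation in either direction for 10% of genes. Between RL and GL the ratio was negative for all 3 genes, with a median of −0.59, and 1 of the 3 (*CHLG*) was differentially expressed. With the slide as a block, 2 of the 3 were. Levels in WL were not analysed here.

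**Figure D2:**
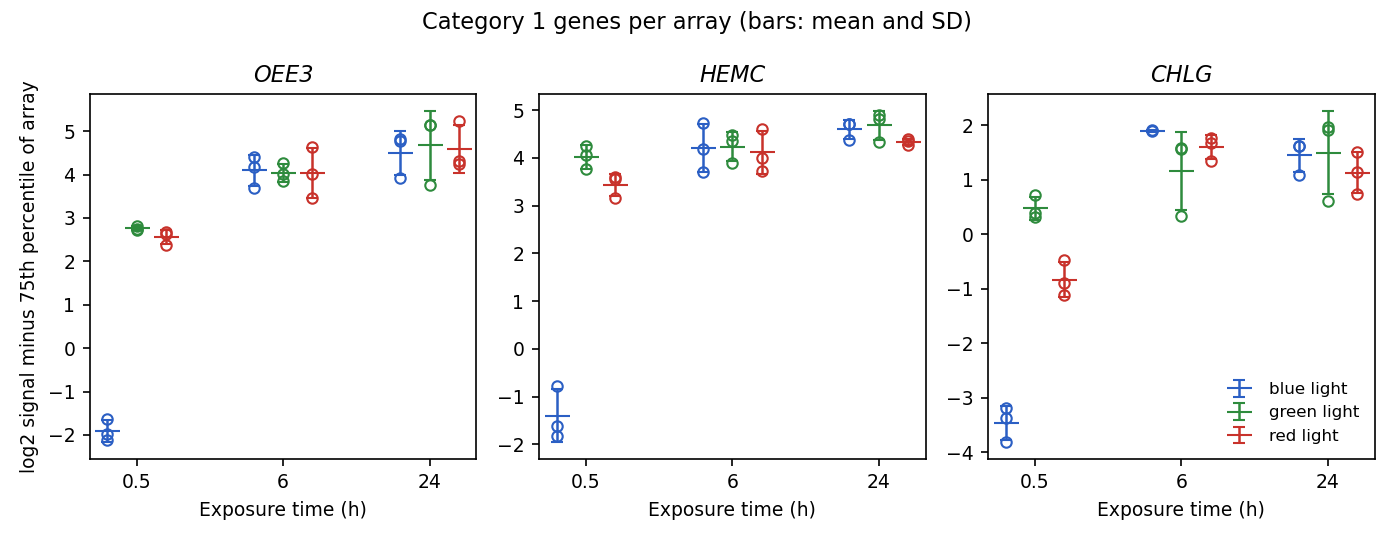
Log2 processed signal minus the 75th percentile of the array (vertical axis) for *OEE3*, *HEMC* and *CHLG* after 0.5 h, 6 h and 24 h in BL, GL and RL (horizontal axis), with circles for single arrays and bars for the mean and SD of 3 arrays (2 for *CHLG* in BL at 6 h). At 0.5 h the arrays of BL lie below those of GL and RL for each gene.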

The differences observed after 0.5 h were balanced out with prolonged light exposure time (6 h and 24 h). In contrast to the category 1 genes, expression analyses of several of the category 2 genes revealed that 0.5 h of BL led to a stronger or equal expression as WL, whereas transferring the diatom cultures from darkness to GL or RL led to a much lower or no rise in expression level of these genes at the 0.5 h time-point (Figure 1B).

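At 6 h and 24 h, *OEE3*, *HEMC* and *CHLG* were not differentially expressed between any pair of light colours. limma gave no contrast of these genes an unadjusted p below 0.05 at either time; the lowest was 0.0698, for *CHLG* in GL against BL at 6 h. The log2 expression ratios of the 3 genes were between −0.73 and 0.43 at 6 h and between −0.37 and 0.17 at 24 h. The change in the ratio of GL to BL from 0.5 h to 6 h was itself tested as an interaction between light colour and exposure time, and was −4.74 for *OEE3* (standard error 0.49, adjusted p = 1.8e-07), −5.40 for *HEMC* (standard error 0.39, adjusted p = 7.8e-10) and −4.67 for *CHLG* (standard error 0.51, adjusted p = 5.2e-07).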

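Among the 13 category 2 genes of the study, *PSB29* and *LHCR6* could be followed on the arrays. These genes too were chosen for qRT-PCR by the paper and are not a random sample of the category. Both had lower levels in GL and in RL than in BL at 0.5 h, with log2 expression ratios to BL of −1.34 and −1.80 in GL and −2.17 and −2.89 in RL, respectively, and all 4 ratios passed the adjusted p both over all genes tested and adjusted over the list alone. *PSB29* is in category 2 in the list of the study but not in those of the earlier study, so that for this gene the count over the list is not independent evidence. The ratios in GL did not pass with the authors' own processed values, where they were −0.73 (adjusted p = 0.093) and −0.81 (adjusted p = 0.17). Spots with an outlier flag were kept in those values, so that the spots used for BL at 0.5 h differ as well. By contrast, the ratios in RL passed in every setting tried. The ratio of *PSB29* in GL also missed the threshold when replicate 3 of BL was left out. Both genes were lower in RL than in GL too, with a median log2 ratio of −0.97. In BL at 0.5 h each gene has values from 2 arrays, since the spot of *PSB29* in replicate 2 and that of *LHCR6* in replicate 3 carried an outlier flag.

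**Figure D3:**
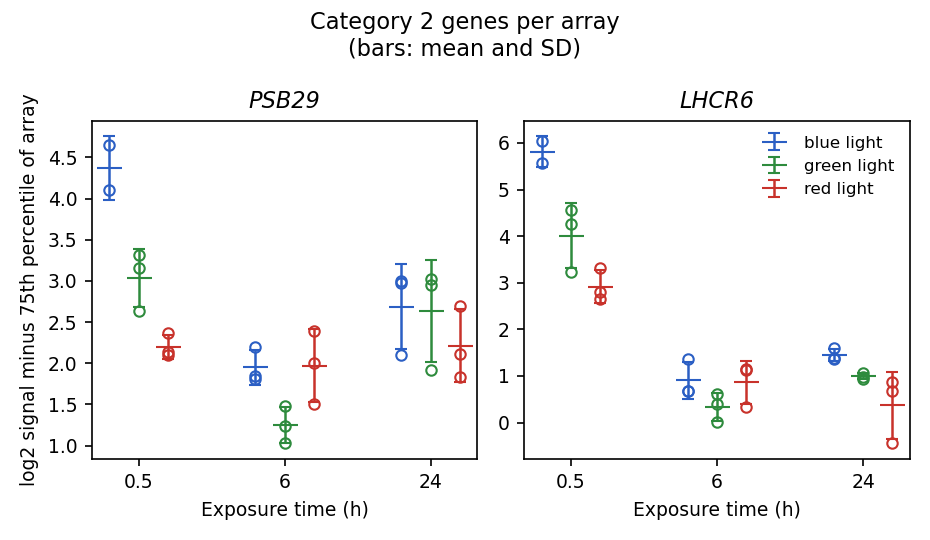
Log2 processed signal minus the 75th percentile of the array (vertical axis) for *PSB29* and *LHCR6* after 0.5 h, 6 h and 24 h in BL, GL and RL (horizontal axis), with circles for single arrays and bars for the mean and SD of 3 arrays (2 in BL at 0.5 h). At 0.5 h the mean is highest in BL and lowest in RL for both genes.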

**Figure 1:**
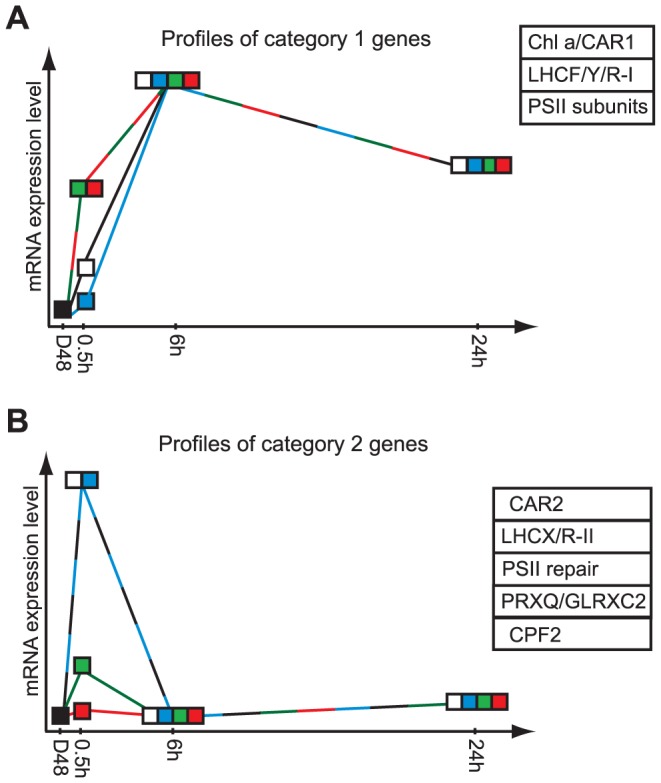
Schematic gene expression profiles representing category 1 and 2 genes. Light quality-dependent gene expression patterns describing the transcript levels after 48 h dark treatment (D48) followed by 0.5 h, 6 h, and 24 h exposure to white light (WL), blue light (BL), green light (GL) or red light (RL) for genes defined as category 1 genes (A) and category 2 genes (B). See text for a detailed description of the different gene expression profiles. Gene groups containing members displaying the different expression profiles are indicated in boxes next to the appropriate figure. The abbreviations used are LHCF: major fucoxanthin Chl *a/c* proteins; LHCR-I: red algal-like proteins (light harvesting); LHCR-II: red algal-like proteins (photoprotective); LHCX: LI818/LHCSR-like proteins; LHCY: deviant light harvesting proteins; Chl *a*: enzymes involved in synthesis of chlorophyll *a*; CAR: enzymes involved in synthesis of carotenoids (CAR1  =  LCYB, ZEP1, ZEP2; CAR2  =  ZDZ, ZEP3); PSII: Photosystem II; PSII repair: proteins involved in PSII repair (PSB27, PSB29, HCF136); PRXQ: Peroxiredoxin Q; GLRXC: Glutaredoxin; CPF2; cryptochrome/photolyase family protein 2.

### Early responses of the Chl a and non-mevalonate pathway genes were light quality-dependent

All genes encoding enzymes in the multistep Chl *a* and non-mevalonate pathways leading to the formation of Chl *a* [46], [47], except *GLURS1*, were differentially regulated by light of at least one of the different wavebands after 0.5 h exposure time (Figure 2). 

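Of the genes in the Chl *a* pathway, *HEMC* and *CHLG* could be followed on the arrays at 6 h and 24 h. The log2 level of *HEMC* at 6 h was 4.21 ± 0.51 (SD, n = 3) in BL, 4.24 ± 0.31 (SD, n = 3) in GL and 4.11 ± 0.45 (SD, n = 3) in RL, relative to the 75th percentile of the array. At 24 h it was 4.60 ± 0.19 in BL, 4.68 ± 0.31 in GL and 4.34 ± 0.07 in RL, each with n = 3. *CHLG* had levels of 1.89 ± 0.01 (SD, n = 2) in BL, 1.16 ± 0.72 (SD, n = 3) in GL and 1.59 ± 0.22 (SD, n = 3) in RL at 6 h. Its levels at 24 h were 1.44 ± 0.31 in BL, 1.50 ± 0.77 in GL and 1.13 ± 0.38 in RL, each with n = 3. The largest log2 expression ratio of *HEMC* between light colours at these times was −0.34 for RL to GL at 24 h (standard error 0.28, limma adjusted p = 0.66).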

After 6–24 h of light exposure, these genes displayed similar high expression levels regardless of light quality. Only three genes encoding HEMF2, HEMF3 and POR4 showed different responses to the light treatments at the two latter time-points as well (Figure 2). The genes in the Chl *a* pathway and the genes involved in the latest steps before formation of phytyl diphosphate previously characterized as category 1 genes [45], displayed a common gene expression profile also as a response to exposure to the different light qualities (Figure 1A, Figure 2). The strongest induction was generally observed in GL, followed by RL, WL and BL.

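The 2 genes of the Chl *a* pathway on the arrays, *HEMC* and *CHLG*, had their highest levels at 0.5 h in GL and their lowest in BL. *HEMC* (probe CUST_33396_PI255610003) had a log2 level of −1.40 ± 0.56 (SD, n = 3) in BL, 4.03 ± 0.25 (SD, n = 3) in GL and 3.44 ± 0.23 (SD, n = 3) in RL. Its log2 expression ratio of GL to BL had a standard error of 0.28 and a limma adjusted p of 7.9e-13, and stayed between 5.22 and 5.74 with single arrays left out. The ratio of RL to BL had an adjusted p of 1.9e-12. The difference between RL and GL was smaller and did not pass the threshold (adjusted p = 0.12), although every array of GL was above every array of RL. It passed with the replicate number (adjusted p = 0.045) or the slide (adjusted p = 0.027) as a block. *CHLG* (probe CUST_35565_PI255610003) had a log2 level of −3.46 ± 0.32 (SD, n = 3) in BL, 0.47 ± 0.21 (SD, n = 3) in GL and −0.83 ± 0.33 (SD, n = 3) in RL. The adjusted p was 6.5e-09 for GL against BL and 1.1e-06 for RL against BL. For *CHLG* the log2 expression ratio of RL to GL was −1.30 (standard error 0.34, adjusted p = 0.0053) and passed the threshold under each setting tried, with the adjusted p at most 0.010 outside the fits that leave out an array.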

**Figure 2:**
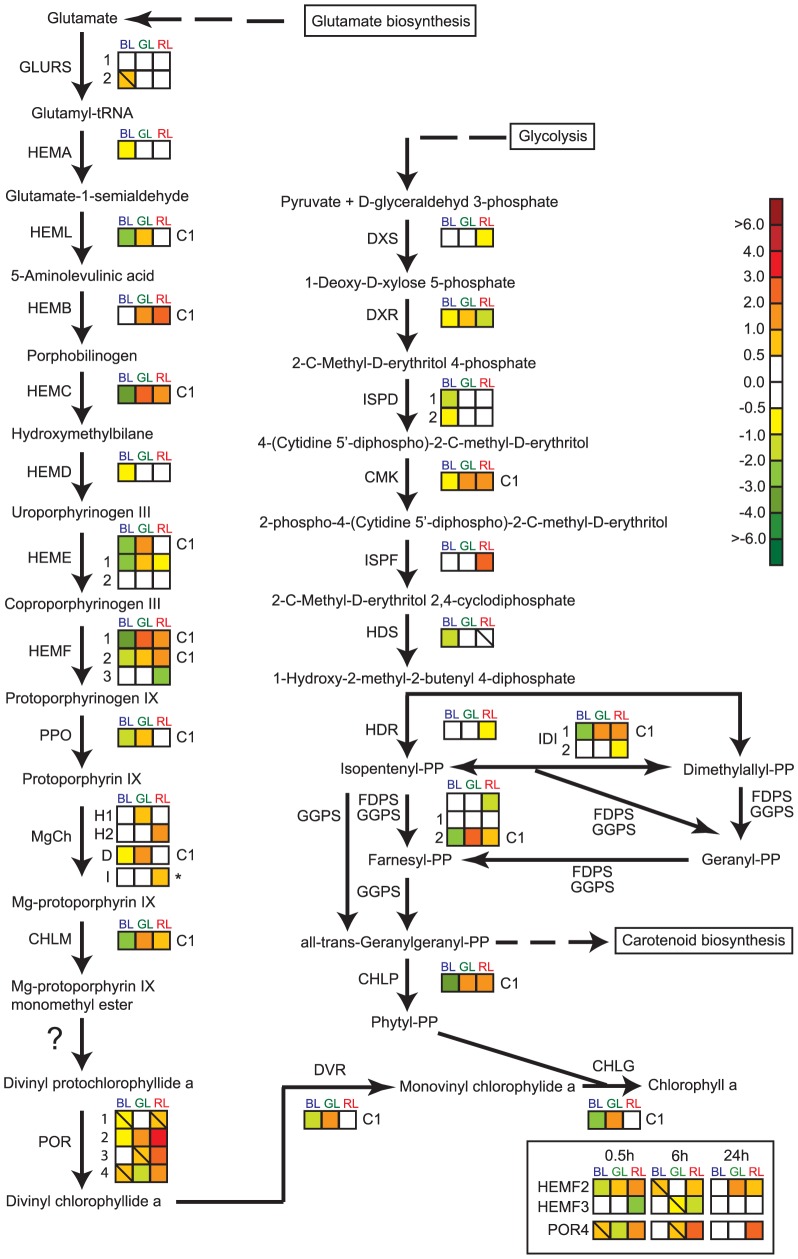
Expression ratios for genes in the hypothesized chlorophyll *a* and non-mevalonate pathways in *P. tricornutum*. Coloured squares indicate the gene expression ratio between blue (BL), green (GL) or red light (RL) exposed cultures compared to white light (WL) treated cultures in the two pathways at the 0.5 h time point. Only *HEMF2*, *HEMF3* and *POR4* were differentially regulated when exposed to prolonged light treatment (6–24 h). The box in the lower right hand corner display the expression ratio for these three genes. Squares with a diagonal line inside indicate genes with an expression ratio greater than +/− 0.5 that are not significantly regulated. The asterisk marking the expression pattern of subunit I of Mg-chelatase (MgCh) indicates that the gene is chloroplast encoded, and that the expression ratios were assessed by qRT-PCR instead of microarray analysis. Genes that display the category 1 expression pattern are marked C1. The scale on the right represents gene expression ratio values, log_2_ transformed. The gene encoding Mg-protoporphyrin IX monomethyl ester cyclase, responsible for converting Mg-protoporphyrin IX monomethyl ester to divinyl protochlorophyllide *a* in higher plants [47], is absent in *P. tricornutum*, and this step is marked with a question mark in the figure. The abbreviations used are: GLURS: glutamyl-tRNA synthetase; HEMA: glutamyl-tRNA reductase; HEML: glutamate-1-semialdehyde 2,1-aminomutase, HEMB: porphobilinogen synthase; HEMC: hydroxymethylbilane synthase; HEMD: uroporphyrinogen-III synthase; HEME: uroporphyrinogen decarboxylase; HEMF: coproporphyrinogen III oxidase; PPO: protoporphyrinogen oxidase; MgCh: magnesium chelatase (comprising of subunits H, D and I); CHLM: Mg-protoporphyrin IX methyl transferase; POR: protochlorophyllide oxidoreductase; DVR: divinyl protochlorophyllide a 8-vinyl reductase; CHLG: chlorophyll synthase; DXS: deoxyxylulose-5-phosphate synthase; DXR: 1-deoxy-D-xylulose 5-phosphate reductoisomerase; ISPD: 2-C-methyl-D-erythritol 4-phosphate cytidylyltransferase; CMK: 4-diphosphocytidyl-2-C-methyl-D-erythritol kinase; ISPF: 2-C-methyl-D-erythritol 2,4-cyclodiphosphate synthase; HDS: 1-hydroxy-2-methyl-2-(E)-butenyl 4-diphosphate synthase; HDR: 4-hydroxy-3-methylbut-2-enyl diphosphate reductase; FDPS: farnesyl diphosphate synthase; GGPS: geranylgeranyl pyrophosphate synthase; IDI: isopentenyl pyrophosphate:dimethylallyl pyrophosphate isomerise; CHLP: geranylgeranyl reductase.

### Light quality and synthesis of carotenoids

Fuco, the major accessory light harvesting pigment in diatoms, and Diadinoxanthin (Diadino), which can be de-epoxidized to Diatoxanthin (Diato) in high light (HL) as protection against photodamage, are important products of the carotenoid biosynthetic pathway. In spite of recent progress in elucidating this pathway [48], candidate genes for key steps in formation of the end products Fuco and Diadino are still lacking. All carotenoid genes and gene candidates were differentially regulated by light of at least one of the different wavebands after 0.5 h exposure time (Figure S1). Exposure to 24 h of BL, GL or RL balanced out all differences in gene expression compared to WL. The three carotenoid associated genes (*LCYB*, *ZEP1* and *ZEP2*) previously assigned to the category 1 group of genes [45] were found to display the same pattern as the Chl *a* genes, with GL and/or RL exposure leading to the highest initial transcription levels. BL and/or WL were the strongest inducers of expression of the *PDS*, *ZDS*, *ZEP3*, *VDE* and *VDR* genes, supporting the previous grouping of *ZDS* and *ZEP3* with the category 2 genes.

### Green and red lights were the strongest inducers of LHC genes encoding antenna proteins involved in light harvesting

Phylogenetic analyses including all *P. tricornutum* antenna proteins belonging to the light harvesting complex (LHC) superfamily suggested the existence of four main LHC groups: the major fucoxanthin Chl *a*/*c* proteins (LHCFs), the red algal-like LHCRs, the stress-responsive LI818/LHCSR-like LHCXs and the newly identified LHCY group, which mainly consists of previously unclassified LHCs [45]. The LHCR group was further divided into to separate subgroups, LHCRI and LHCRII. The response of the *P. tricornutum* LHC genes to the BL, GL and RL treatments compared to WL is presented in Figure 3. All LHC genes characterized as category 1 genes [45], encoding proteins belonging to the LHCY group, the LHCF group (except LHCF15 and LHC42519), the LHCRI group including the LHC6062 protein and the deviant LHC17531, exhibited the light quality-dependent expression profile common for the category 1 genes (Figure 1A). GL and RL resulted in the strongest gene induction, while WL and BL were weaker inducers of these genes. After 24 h of light exposure, approximately half of these genes exhibited somewhat higher expression levels in GL and RL than in BL and WL (Figure 3).

**Figure 3:**
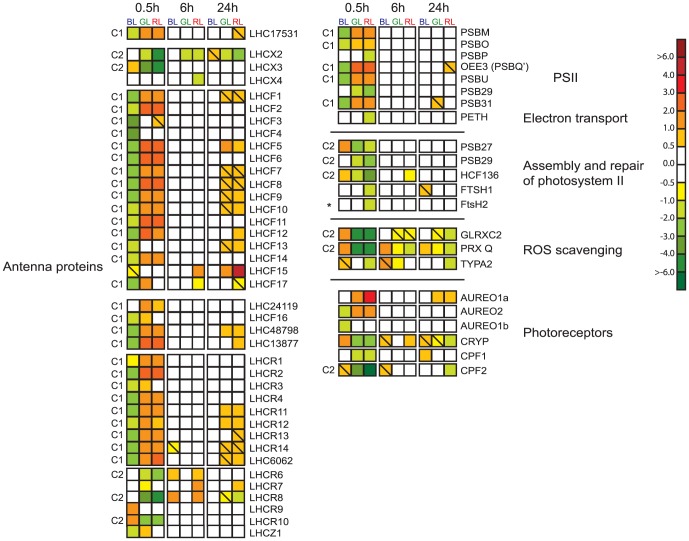
Light quality-dependent expression patterns of genes encoding photoreceptors and proteins associated with photosynthesis, PSII repair and protection against photodamage. The differentially regulated genes encode antenna proteins, components involved in oxidative photosynthesis, assembly and repair of photodamaged PSII, ROS scavenging and photoreceptors. The gene expression ratios are produced as a response to blue (BL), green (GL) or red light (RL) exposure for 0.5 h, 6 h or 24 h. White light (WL) at corresponding time-points were control conditions. The colour code indicates expression values, and squares with a diagonal line inside indicate genes with an expression ratio (log_2_ transformed) greater than +/− 0.5 that are not significantly regulated. Genes where at least one of the two probes used for calculation of the expression ratios were significantly regulated by>2-fold at least at one time point during the experimental period were included in the figure. The *FtsH2* gene is chloroplast-encoded and marked with an asterisk. The expression ratios for *FtsH2* was assessed by qRT-PCR instead of microarray analyses. The nucleus-encoded *LHC48798* gene was not represented on the microarray, and was therefore also assessed by qRT-PCR analyses. Genes that display the category 1 and 2 expression patterns are marked C1 and C2 respectively. The scale on the right represents gene expression ratio values, log_2_ transformed. The abbreviations used are LHCF: major fucoxanthin Chl *a/c* proteins; LHCR: red algal-like proteins; LHCX: LI818-like proteins; LHCZ: unknown function antenna protein, LHC#: LHCY proteins, previously unclassified light harvesting proteins, numbers refer to protein ID in JGI; PSB: PSII proteins; PETH: Ferredoxin-NADP reductase; HCF: high Chl fluorescence; FTSH: Filamentation temperature sensitive H; GLRXC: glutaredoxin; PRX: peroxiredoxin; TYPA: tyrosine phosphorylation protein A; AUREO: aureochrome; CRYP: cryptochrome-like protein; CPF: cryptochrome/photolyase family protein.

While the expression level of most genes encoding components of the light-harvesting antenna was relatively similar between the different wavelengths after 6–24 h of light exposure, the response of *LHCF15* to RL after D48 was unique. *LHCF15* was highly expressed in darkness [45], and reached even higher and similar expression levels after exposure to 0.5 h light of the different qualities. The amount of gene transcripts peaked at the 0.5 h time point and decreased at a similar rate during the next 24 h when exposed to WL, BL or GL. Exposure to RL, on the other hand, caused practically no decrease in *LHCF15* transcripts and the expression remained at high levels throughout the experiment (Figure 3).

Several of the members of the LHCRII group (*LHCR6-8*, *LHCR10*) and the LHCX group (*LHCX2-3*) have been characterized as category 2 genes [45]. These genes are believed to be involved in photoprotection and are induced by HL [45], [46], [49], [50]. BL and WL provoked a strong induction of these genes, while GL and RL only caused a weak or no gene induction (Figure 1B, Figure 3). 

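Of the LHC genes in this group, *LHCR6* (probe CUST_11370_PI255610003) could be followed on the arrays. At 0.5 h its log2 level was 5.81 ± 0.34 (SD, n = 2) in BL, 4.01 ± 0.70 (SD, n = 3) in GL and 2.92 ± 0.35 (SD, n = 3) in RL. The log2 expression ratio of GL to BL had a standard error of 0.38 and a limma adjusted p of 5.6e-04, and that of RL to BL an adjusted p of 1.5e-06. RL was also below GL, by −1.09 (standard error 0.34, adjusted p = 0.018). This last difference was lost when any of 4 arrays was left out; without replicate 2 of GL it was −0.82 (adjusted p = 0.11), and 1 array of GL lay below the highest array of RL. At 6 h *LHCR6* did not differ between light colours. At 24 h it was lower in RL than in BL by −1.08 (standard error 0.34, adjusted p = 0.049), a difference that was lost under 3 other settings and when any of 4 arrays was left out, with an adjusted p of up to 0.30 without replicate 1 of RL.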

The *LHCX1* gene, encoding a LHC protein involved in non-photochemical quenching (NPQ) [50], was expressed at high levels at all times, regardless of light quality, and was not found to be significantly regulated at any time point.

### Expression of the chloroplast-localized genes encoding the multi-subunit complexes PSII, PSI, the cytochrome b6f complex and F-ATPase was light quality-independent

Oxygen evolving photosynthesis takes place in the chloroplast and is catalyzed by the four multi-subunit complexes PSII, PSI, the cytochrome *b*6*f* complex and F-ATPase embedded in the thylakoid membrane [51]. Chloroplast-localized genes encode most of the building blocks of these complexes, with the PSI complex containing only chloroplast-encoded subunits [6], [52]. Microarray analyses indicated that the chloroplast gene response was mainly independent of light quality. The expression of six chloroplast genes (*PsaA, PsaE, PsbA, PsbV, PetB, AtpB*) encoding subunits of each of the above-mentioned complexes were determined by qRT-PCR. None of these genes displayed significant regulation (more than two-fold) at any time-point during the experiment, and are therefore not included in Figure 3. The expression ratios obtained by qRT-PCR supported the light quality-independent response of the photosynthesis-related chloroplast-encoded genes indicated by the microarray analyses. The chloroplast-encoded PsbV and the nucleus-encoded PSBO, OEE3 (PSBQ'), and PSBU comprises the diatom oxygen-evolving complex (OEC) in PSII. The rate of *PsbV* gene transcription was unaffected by light of different quality. In contrast, the nucleus-localized OEC genes displayed the same response to light of different wavebands as described for other photosynthesis-related category 1 genes (Figure 1A, Figure 3). 

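The log2 level of *PsbV*, as the mean of its 2 probes, was −0.36 ± 0.72 (SD, n = 3) in BL, −1.09 ± 0.27 (SD, n = 3) in GL and −0.55 ± 0.38 (SD, n = 3) in RL at 0.5 h. The log2 expression ratio of GL to BL was −0.73 (standard error 0.45, limma adjusted p = 0.18), that of RL to BL was −0.19 (adjusted p = 0.73) and that of RL to GL was 0.54 (adjusted p = 0.41). At 6 h the 3 ratios were between −0.22 and 0.15, and at 24 h between −0.13 and 0.28. None of these differences passed the threshold. Across exposure times within GL, the level at 24 h was above that at 0.5 h by 1.14 (adjusted p = 0.032). The 2 probes disagreed on this change, with 0.54 for CUST_977_PI255610003 (adjusted p = 0.34) and 1.73 for CUST_975_PI255610003 (adjusted p = 0.028), and the change was lost with the authors' processed values and when any of 4 arrays was left out.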

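*OEE3* (probe CUST_44550_PI255610003) was the nucleus-localized OEC gene that could be followed on the arrays. Its log2 level at 0.5 h was −1.92 ± 0.25 (SD, n = 3) in BL, 2.76 ± 0.05 (SD, n = 3) in GL and 2.56 ± 0.17 (SD, n = 3) in RL. The log2 expression ratio of GL to BL had a standard error of 0.35 and a limma adjusted p of 3.6e-10, and with single arrays left out it stayed between 4.57 and 4.82. The ratio of RL to BL had an adjusted p of 3.2e-10. The difference between RL and GL did not pass the threshold (−0.20, adjusted p = 0.73), although every array of GL was above every array of RL. At 6 h the level was 4.10 ± 0.37 in BL, 4.04 ± 0.20 in GL and 4.04 ± 0.58 in RL, each with n = 3. At 24 h it was 4.50 ± 0.51 in BL, 4.67 ± 0.80 in GL and 4.59 ± 0.56 in RL, each with n = 3. At these later times the differences between light colours were smaller than their standard error.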

The expression pattern described in Figure 1A was also found to be valid for the category 1 genes *PSBM* and *PSB31* [45], which encode other PSII subunits. The *PETH* gene encoding ferredoxin-NADP reductase, and other nucleus-localized genes encoding subunits of PSII, the cytochrome *b*6*f* complex and F-ATPase, showed limited or no differential responses to treatments with light of different quality.

### Genes involved in repair of photodamaged PSII were strongly induced in blue light, intermediately expressed in green light and weakest induced in red light

Photodamaged PSII is continuously repaired by partial disassembly of the PSII complex followed by D1 protein degradation and re-synthesis, and finally reassembly of the PSII complex [53]. The expression of several genes encoding proteins known from other organisms to be involved in PSII repair [53], [54] were found to be light quality-dependent in this study (Figure 3). 

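*PSB29* (probe CUST_18831_PI255610003) had a log2 level at 0.5 h of 4.37 ± 0.39 (SD, n = 2) in BL, relative to the 75th percentile of the array. In BL it fell by 2.42 on the log2 scale from 0.5 h to 6 h (standard error 0.35, limma adjusted p = 2.7e-06), and the level at 24 h was lower than at 0.5 h by −1.68 (adjusted p = 2.1e-04). Levels in WL and in dark-treated cells were not analysed here, and *PSB27* and *HCF136* were not followed on the arrays.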

BL, and to a lesser extent WL, caused a transient rise in the expression of the *PSB27* (only induced by BL), *PSB29* and *HCF136*, which encode proteins associated with repair of PSII after 0.5 h light exposure. 

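In GL the log2 level of *PSB29* at 0.5 h was 3.04 ± 0.36 (SD, n = 3), and in RL it was 2.20 ± 0.14 (SD, n = 3). The limma adjusted p for GL against BL at 0.5 h was 0.0032, with a standard error of 0.35, and rose to 0.058 without replicate 3 of BL. For RL against BL it was 1.7e-05. The level in RL was lower than in GL by −0.84 (standard error 0.31, adjusted p = 0.045), with every array of RL below every array of GL. This difference between RL and GL was lost with a different background correction (normexp; adjusted p = 0.12), with the authors' processed values (adjusted p = 0.057) and when any of 5 arrays was left out (adjusted p of up to 0.15).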

GL caused a more modest induction of these genes than WL, whereas RL exposure was not able to boost the expression of these genes above D48 levels. 

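At 6 h the log2 level of *PSB29* was 1.95 ± 0.21 (SD, n = 3) in BL, 1.25 ± 0.22 (SD, n = 3) in GL and 1.97 ± 0.45 (SD, n = 3) in RL. At 24 h it was 2.69 ± 0.51 in BL, 2.63 ± 0.62 in GL and 2.21 ± 0.44 in RL, each with n = 3. No pair of light colours differed in *PSB29* at these times in the limma fit. The lowest adjusted p was 0.13, for RL against GL at 6 h, where the log2 expression ratio was 0.72 (standard error 0.31), and the ratio of GL to BL at 6 h was −0.70 (adjusted p = 0.30). With the slide as a block these 2 ratios passed the threshold, with an adjusted p of 0.0081 and 0.024. In RL the level at 6 h did not differ from that at 0.5 h (−0.23, adjusted p = 0.56).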

Longer light exposure times caused similar and more moderate expression levels of these genes fitting the category 2 expression profile (Figure 1B). The PSII repair genes generally showed higher basal expression levels at the D48, 6 h and 24 h time points than the photoprotective LHC genes also defined as category 2 genes. FTSH proteases are important for degradation of photodamaged D1 protein [55], [56]. The nucleus-localized *FTSH1* gene and the chloroplast-localized *FtsH2* gene both displayed significantly lower expression levels as a response to 0.5 h of RL, compared with the other wavebands.

### ROS scavenging system genes were boosted in blue light while remaining at dark-level in green and red light

Photosynthetic organisms have developed efficient scavenging systems to handle ROS generated by the light reactions of photosynthesis [57], [58], [59]. The genes encoding peroxiredoxin Q (PRXQ), glutaredoxin 2 (GLRXC2) and two members of the TypA/BipA GTPase family (TYPA1, TYPA2) displayed the strongest and most consistent up-regulation among the ROS scavenging system genes after a LL-HL shift [46]. Based on its co-expression with *PRXQ* during HL, GLRXC2 has been suggested to be the redox enzyme responsible for the reactivation of PRXQ [46]. *PRXQ* and *GLRXC2* were both strongly induced by 0.5 h of BL, whereas the expression level remained close to the initial low D48 levels in GL and RL-exposed cells (Figure 3). Prolonged exposure time generally led to low (although not identical; Figure 3) expression levels, similar to the category 2 expression profile (Figure 1B). *TYPA1* was only modestly affected by exposure to light of different quality, and was not included in Figure 3 since this gene was never regulated more than two-fold at any time point or by any light treatment. *TYPA2* was not transcribed in D48 cells. Light exposure of all qualities induced the transcription of this gene, but RL provoked lower transcript levels than the other wavebands at the 0.5 h time point (Figure 3). In RL, *TYPA2* was expressed at a constant and moderate level throughout the length of the experiment, whereas the expression levels in WL, BL and GL peaked after 0.5 h of light exposure.

### Light quality and expression of photoreceptor genes

Six genes encoding blue light receptors belonging to two different families (aureochromes and cryptochromes) were found to be differentially regulated by light of different quality (Figure 3). As for the majority of other genes described in this study, the blue light photoreceptor genes displayed the most variable responses to different quality light at the 0.5 h time-point. Longer light exposure times led to similar gene expression levels regardless of light quality. The aureochromes function as BL-activated transcription factors [60], [61], but might also function as transcriptional repressors [62]. *AUREO1a* and *AUREO2* have higher expression in D48-treated cells than in CWL . Re-exposure to 0.5 h of WL after D48-treatment caused a significant decrease in gene transcription. Exposure to BL for 0.5 h had a similar effect on transcription as WL, whereas GL and RL exposure led to a more modest decrease in gene expression (Figure 3). Coesel et al. [63] showed that the *P. tricornutum* cryptochrome/photolyase family protein CPF1 had both DNA repair and transcription regulation activity. D48-treatment led to a strong increase of *CPF1* transcription level [45]. In contrast to the observed decline in *AUREO1a* and *AUREO2* gene transcripts in response to 0.5 h exposure to WL and BL, *CPF1* transcription levels stayed at the high D48 level when subjected to the same treatment. Exposure to 0.5 h of GL and RL caused a decrease in the amount of *CPF1* transcripts. When exposed to longer periods of light of all different qualities, the amount of *CPF1* gene transcripts declined to similar and very modest expression levels. *CRYP* (*CPD2* in [28], *CRYL* in [45], [46]) encodes a novel cryptochrome that influences the LHC protein levels [64]. The expression of *CRYL* peaked after D48 treatment and responded in a highly similar way to light of different quality as *CPF1*; however, WL also caused a decrease in transcription levels after 0.5 h light exposure, although to a more modest degree than GL and RL. A member of the cryptochrome-DASH family encoded by *CPF2* has been designated to the category 2 group [45]. The *CPF2* expression profile produced in response to light of different quality displays the same pattern as found for other category 2 genes (Figure 1B). *CPF2* was not expressed in D48-treated cells, and the expression was low to moderate when exposed to light of different quality for longer periods of time. However, at the 0.5 h time point a strong induction of transcription was observed when exposing the cells to BL and to a lesser degree to WL. GL proved to be a very weak inducer of *CPF2* transcription, whereas no induction of *CPF2* was detected by exposing the cells to RL for 0.5 h.

### The strong induction of genes involved in photoprotection in blue light was unaffected by loss of the photosynthetic signal

To discriminate between gene induction caused by photoreceptor mediated signals and retrograde signaling from the chloroplast, the effect of DCMU addition prior to 0.5 h BL, GL or RL exposure was examined in a subset of category 1 genes (*HEMC*, *HEMF1*, *CHLG*, *LHCF8*, *LHCR1*, *LHCR4*, *OEE3*) and category 2 genes (*LHCX2*, *LHCX3*, *LHCR6*, *LHCR10*, *HCF136*, *PSB29*, *CPF2*). DCMU binds to the Q_B_ pocket of the D1 protein of PSII and blocks the transfer of electrons from PSII to the plastoquinone (PQ) pool, thereby inhibiting linear photosynthetic electron transport (PET) [8]. The experimental setup of the inhibitor study and subsequent qRT-PCR analyses enabled both a comparison between gene expression levels in cultures exposed to 0.5 h of light of different quality with or without the addition of DCMU (Table S2), and a comparison of gene expression levels in the mentioned cultures against D48-treated cells (Figure 4).

**Figure 4:**
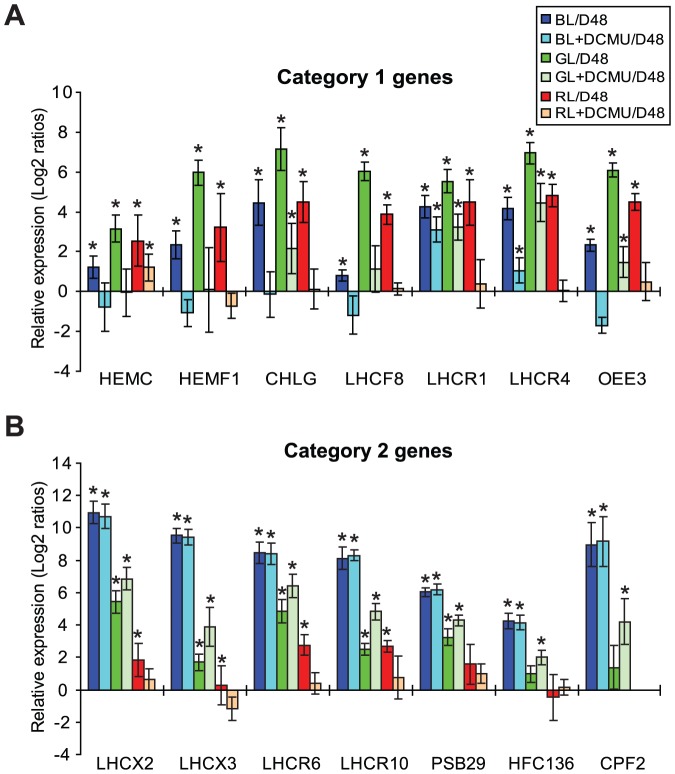
Transcriptional responses after exposure of *P. tricornutum* cells to light of different quality with or without the addition of the photosynthetic inhibitor DCMU. Bars represent relative gene expression values (log_2_ transformed) in blue (BL), green (GL) and red light (RL)-treated cultures with or without the addition of DCMU prior to light exposure, compared to 48 h dark-treated cells (D48) for a subset of category 1 (A) and category 2 (B) genes. *RPS5* was used as a reference gene. *CPF2* is not transcribed in D48-treated cells or in RL-exposed cells (concluded from the microarray analyses). Bars representing *CPF2* gene expression in RL are therefore omitted from the figure. Relative *CPF2* expression values are calculated against the low background levels caused by minute amounts of genomic DNA amplified during the qRT-PCR reaction. Bars marked with an asterisk indicate that gene expression is significantly different in light-treated cultures compared to D48 levels (log_2_ ratios> +/−1.5 and p<0.05). Error bars show the 95% confidence intervals. The abbreviations used are: DCMU: 3-(3,4-dichlorophenyl)-1,1-dimethylurea; HEMC: hydroxymethylbilane synthase; HEMF1: coproporphyrinogen III oxidase 1; CHLG: chlorophyll synthase; LHCF: major fucoxanthin Chl *a/c* proteins; LHCR: red algal-like proteins; LHCX: LI818-like proteins; OEE3: Oxygen-Evolving Enhancer Protein 3; Psb29: photosystem II biogenesis protein Psp29; HCF136: high Chl fluorescence 136 (photosystem II stability/assembly factor); CPF2: cryptochrome/photolyase family protein 2; RPS5: 30S ribosomal protein S5.

Blocking of linear PET caused a considerably weaker induction of the selected category 1 genes compared to the gene induction in the corresponding light-treated cultures without the photosynthetic inhibitor (Figure 4A, Table S2). The comparison of gene expression in DCMU+light-treated samples to D48-treated samples revealed that the expression level of several of the category 1 genes did not rise above D48-levels during the 0.5 h DCMU+light exposure time, especially in the cultures treated with DCMU+BL or DCMU+RL (Figure 4A). The transcriptional analyses of four of the category 1 genes (*HEMC*, *HEMF1*, *LHCF8* and *OEE3*) indicated that the expression level in DCMU-treated BL cultures might even be lower than in the D48 treated cultures. In contrast, GL was capable of inducing transcription of several category 1 genes, also when DCMU were added to the cultures prior to light exposure (Figure 4A).

Removing the possibility to perform linear PET had a light quality-dependent effect on the induction of the category 2 genes (Figure 4B). Addition of DCMU prior to BL treatment had practically no impact on the strong induction of the category 2 genes. These genes reached equally high expression levels in BL-exposed cultures both with and without DCMU (Figure 4B, Table S2). Cultures treated with DCMU+GL showed a slight increase in expression of several of the category 2 genes compared to the GL samples (Figure 4B, Table S2), whereas addition of DCMU prior to RL exposure caused the transcript level of these genes to remain at D48-levels (Figure 4B).

### Cellular pigment concentrations

The total cellular concentrations of all detected pigments in CWL, D48 and subsequent 0.5–24 h of WL, BL, GL and RL samples are presented as femtomol cell^−1^ in Figure 5. Chls *a* and *c (c_1_+c_2_)*, Fuco and Diadino dominated the cell pigment pool in all samples analysed. Total cellular pigment concentrations decreased 20–40% from the CWL treatment to the D48 treatment, as a consequence of pigment dilution by cell cycle completion in the dark. At 0.5 h after re-exposure to light, few changes had taken place, while pigment concentrations increased considerably with increasing exposure time. In WL, BL and RL-treated cultures, the total cellular pigment concentrations ended up close to their respective CWL levels, while it was significantly different (p<0.05) only in the 24 h GL-treated cells compared to its initial CWL concentration. Furthermore, the total cellular pigment concentration in BL, GL and RL were similar to WL levels after 24 h of light exposure. In the case of cellular Chl *c*, unequal proportions in random samples were mixed with small concentrations of Chl *a,* and could not be separated by the HPLC method. The Chl *c* data are consequently not discussed further.

**Figure 5:**
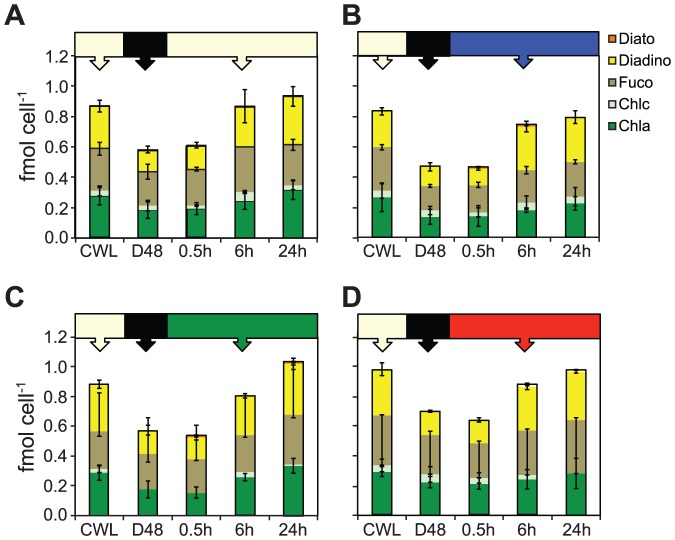
Changes in cellular pigment concentrations during blue, green and red light treatments. All cultures were grown in continuous white light (CWL) of 100 µmol m^−2^ s^−1^ left dark for 48 hours (D48) and subsequently exposed to equal PUR of the (A) initial white, (B) blue, (C) green and (D) red light. The presented data are the mean of three biological replicates and the averages of three parallel HPLC samples. Values are presented with ±SD bars.

The Chl *a* fraction to the total cellular pigment concentration remained relatively constant during the course of the WL, BL, GL and RL treatments, as shown in Figure S2. The fraction of Fuco to the total cellular pigment concentration was higher in the D48 samples compared to CWL. It remained high after 0.5 h in all four spectral light treatments, but decreased after 6 h and 24 h of light re-exposure, independent of light quality. The cellular fraction of Diadino to the total cell pigment concentration displayed the inverse pattern of Fuco. It decreased in the D48 samples, remained quite unchanged after 0.5 h and gradually increased after 6 and 24 h of light-re-exposure, again regardless of light quality. Small amounts of Diato were detected at varying time-points in BL (0.5 h and 6 h), GL (0.5 h and 24 h) and RL (6 h and 24 h)-exposed cells.

### Light energy transfer efficiency in the blue, green and red PAR waveband was growth light-dependent

The fluorescence excitation spectrum of an alga at ambient temperature results from the re-emission of light reaching Chl *a* of PSII (Chl *a* fluorescence) [65], [66], [67]. The emitted light has a longer wavelength than the absorbed light, and has two peaks in intensity at ∼680 [67], [68] and 730 nm [69]. For a fixed wavelength of emission, the intensity of the fluorescence varies with the wavelength of incident light. This wavelength dependence is caused by the differential absorption of light by the pigment–protein complexes associated with PSII [70]. Photoprotective pigments are not included by this technique, as they absorb light but do not transmit the energy to any of the photosystems and hence do not contribute to the fluorescence [71], [72]. Fluorescence originating from PSI is negligibly small [67]. The *in vivo* fluorescence excitation spectrum of an alga grown under a given light regime therefore indicates the relative light energy transfer efficiency (ETE) of the different light-harvesting pigments to the PSII reaction centre Chl *a* within the PAR region (400–700 nm). If an alga is capable of some degree of CCA, light ETE from light-harvesting pigments to the PSII reaction centre would therefore increase with incubation time during growth at a given light colour. The BL, GL, RL and WL samples were analysed at 0.5, 6, 24 and 48 h time-points in order to investigate whether such an increase in ETE could be detected, and the BL, GL and RL spectra from each time-point were scaled to the WL Chl *a*-fluorescence maximum at 675 nm (Figure 6) in order to compare ETE between 400 and 700 nm from Chls *a* and *c* and Fuco to the PSII reaction centre Chl *a*. No differences in ETE between the four spectral light treatments could be detected after 0.5 and 6 h of light re-exposure (Figure 6A and 6B). After 24 h however, a weak tendency appeared, where the RL and GL-grown cells exhibited a slightly lower peak around the *in vivo* excitation maximum of Chl *a* (440 nm) compared to BL (Figure 6C). In contrast, RL and GL cells generally displayed a slightly enhanced ETE in the 480–650 nm range over BL cells at the 24 h time-point. The tendency was even more evident after 48 h (Figure 6D). The ETE of the 48 h RL and GL cells in the 410–480 nm range decreased a total of ∼10% at the *in vivo* excitation maximum of Chl *a* (∼440 nm) compared to BL. In the 480–650 nm range, on the other hand, ETE of the RL and GL cells were dominating. Interestingly, RL-grown cells displayed a higher ETE after 24 and 48 h than GL-grown cells in the entire 480 to 650 range, which also includes the green waveband of the PAR spectrum. The WL cells exhibited the lowest ETE of the light treatments in the entire range at all time-points, except from a small range around the *in vivo* excitation maximum of Chl *a* (∼440 nm). A comparison between the colour-specific ETE responses and the corresponding responses to a LL-HL shift revealed identical patterns in the 24–48 h LL and RL samples, and in the 24–48 h HL and BL samples (Figures 6C and 6D, Figure 7).

**Figure 6:**
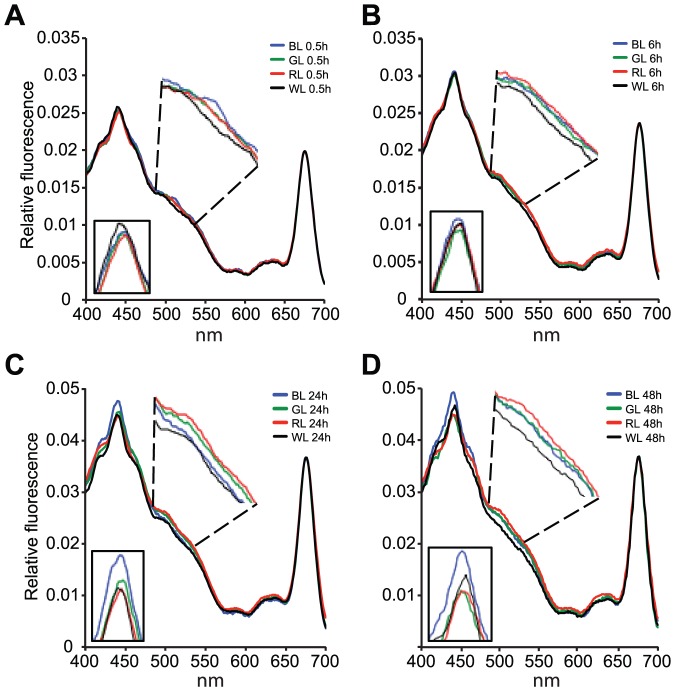
Spectral differences in light energy transfer efficiency (ETE) during blue, green and red light treatments. *In vivo* fluorescence excitation spectra of *P. tricornutum* cultures after A) 0.5 h, B) 6 h, C) 24 h and D) 48 h of blue (BL), green (GL), red (RL) and white (WL) growth light. Framed inset in A-D represents the enlarged part of the spectra within the 430–440 nm range (blue light), which includes the emission maximum of Chl *a* at 440 nm and the region of maximum absorption by Fuco_blue_. Enlarged section of the spectra within the 480–520 nm (blue-green) range is presented within the dashed lines in A-C, and corresponds with the combined maximum absorption range of Fuco_green_ and Fuco_red_.

**Figure 7:**
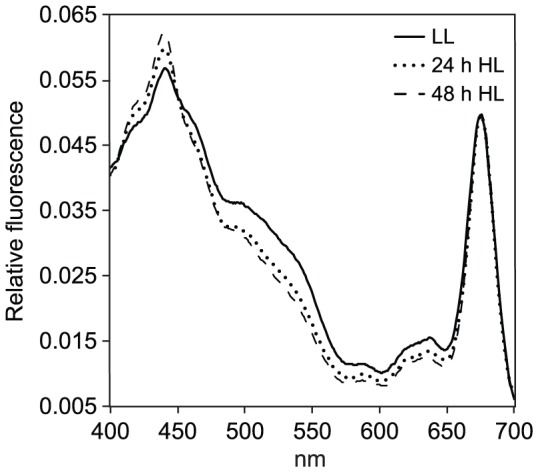
Time series of changes in light energy transfer efficiency (ETE) in *P. tricornutum* during low white light (35 µmol m^−2^ s^−1^) and subsequent exposure to 24 and 48 h of high white light (500 µmol m^−2^ s^−1^). The 24 and 48 h HL spectra were scaled to the LL Chl *a*-fluorescence maximum at 675 nm for comparison.

### Photosynthetic efficiency remained light quality-independent during the first 24 h, after which it declined in red light

The maximum quantum yield of charge separation in PSII (Φ_PSII_max_) offers a good measure of the photosynthetic efficiency. Φ_PSII_max_ indicated that the differences in photosynthetic efficiency in WL, BL, GL and RL-treated *P. tricornutum* cells were small during the first 24 h of light exposure after D48 treatment (Figure 8). Light re-exposure (0.5 h) after D48 treatment initiated equal amounts of electrons generated to photons absorbed in PSII in WL, GL and RL. All three treatments resulted in approximately the same Φ_PSII_max_ as the initial CWL cells already after this short period of time. Φ_PSII_max_ of the WL and GL-treated cultures stayed at the CWL level for the rest of the experiment. The Φ_PSII_max_ of the BL culture remained at the level of the D48 cells at 0.5 h, but exhibited a gradual increase, reaching CWL levels at the 24 h time-point. In contrast, Φ_PSII_max_ of the RL culture gradually decreased from 0.5 to 24 h, ending up lower than the other light treatments. To establish whether this negative trend would continue, measurements were performed after 48, 72 and 96 h RL. The results revealed that Φ_PSII_max_ continued to decrease throughout the whole period of RL exposure, reaching a level at the 96 h time-point that was ∼35% lower compared with the 0.5 h level (Figure 8).

**Figure 8:**
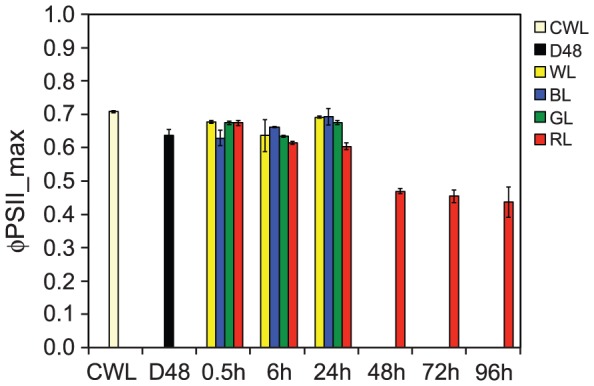
Maximum quantum yield of charge separation in photosystem II (Φ_PSII_max_) of *P. tricornutum* cells as a response to blue, green and red light treatments. All cultures were grown at continuous white light (CWL), dark-treated for 48 h (D48) and subsequently exposed to 0.5, 6 and 24 h of equal PUR doses of white (WL), blue (BL), green (GL) and red (RL) light. Additional measurements after 48, 72 and 96 h were included for the RL treatment. Φ_PSII_max_ was measured directly after a 3 min dark acclimation period and is a measure of the maximum efficiency of photosynthetic electron yield per mol photons absorbed in PSII. All values are presented with ±SD bars (n = 3).

### High intensity red light caused the photosynthetic efficiency to drop

The declining trend of the Φ_PSII_max_ in the RL samples, in spite of the moderate intensity, prompted us to investigate whether the decreasing photo-physiological trend of the RL-treated cells might be caused by insufficient protection and/or PSII repair activity during RL. Additional samples were exposed to 730 µmol m^−2^ s^−1^ of RL (RL_max_), which was the maximum possible intensity of the red diode light. Harvesting of material for a microarray screen (one sample), qRT-PCR and pigment analysis were performed after RL_max_ exposure for 0.5 h. *In vivo* absorption, fluorescence excitation and variable *in vivo* Chl *a* fluorescence were measured at six additional RL_max_ incubation time points (3 h, 6 h, 24 h, 48 h, 72 h and 96 h).

The microarray screen indicated that the increased RL intensity (RL_max_) was not able to elevate the expression of the category 2 genes involved in photoprotection and PSII repair any further (data not shown). qRT-PCR analyses of a subset of these genes (*LHCX2, LHCX3, LHCR6, LHCR10, PSB29, HFC136*) confirmed the results indicated by the microarray (Table S3). The pigment data revealed that 0.5 h of RL_max_ caused equally high cellular concentrations of Fuco and Diato, in addition to a small concentration of neoxanthin (Neo) that appeared for the first time in the dataset (Figure 9). In contrast, Chl *a* and Diadino concentrations remained unchanged compared to the D48 cells. As a consequence of the very high Diato concentration in the 0.5 h RL_max_ cells (Figure 9), the total cellular pigment concentration was almost doubled compared to the D48 treatment and the 0.5 h RL cells.

**Figure 9:**
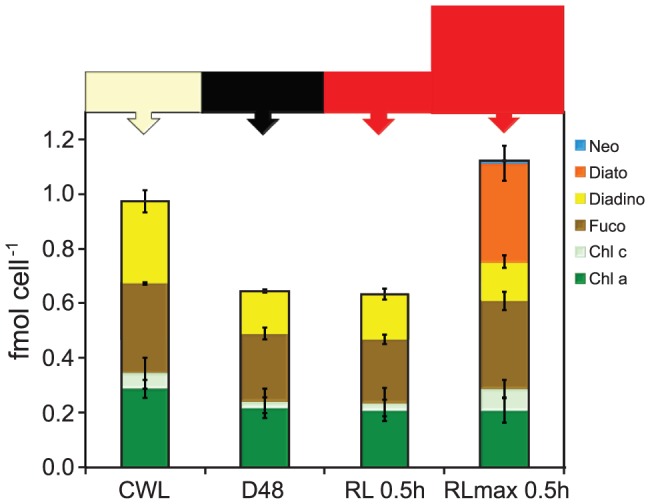
Cellular pigment concentrations from the CWL, D48, 0.5 h RL and 0.5 h RL_max_ treatments. All individual cultures were grown in continuous white light (CWL) of 100 µmol m^−2^ s^−1^, left dark for 48 hours (D48) and re-exposed to 0.5 h of either 230 or 730 µmol m^−2^ s^−1^ of RL. The presented data are the mean of three biological replicates and the averages of three parallel HPLC samples. Values are presented with ±SD bars (n = 3).

The Φ_PSII_max_ decreased gradually after RL_max_ exposure of the D48 cells until 72 h, at which it was barely detectable (<0.1, Figure 10A). The slight increase in Φ_PSII_max_ at the 96 h time point exhibited high standard deviation, which might indicate a low-level stabilization rather than an actual increase. Subsequent exposure of the 96 h RL_max_ cells to 72 h of 80 µmol m^−2^ s^−1^ red light (RL_low_) resulted in almost 100% recovery of Φ_PSII_max_ compared to the CWL cells (Figure 10A). The α (the slope of the photosynthesis versus irradiance curve, Figure 10B) and rETR_max_ (defined as the photosynthetic capacity, Figure 10C) exhibited the exact same pattern of decline as Φ_PSII_max_, with the exception of a small increase at the 0.5 h time point compared to the D48 cells. The recovery of α was complete after 72 hours, while rETR_max_ only reached approximately half the value of the initial CWL cells during the same period.

**Figure 10:**
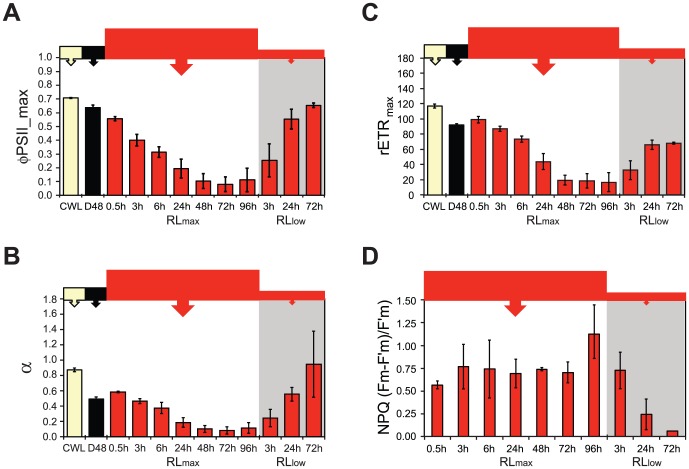
Photo-physiological responses to 0.5–96 h of RL_max_ (730 µmol m^−2^s^−1^) and subsequent 3 to 72 h of recovery during RL_low_ (80 µmol m^−2^s^−1^) by *in vivo* Chl *a* fluorescence kinetics (PAM). A) Φ_PSII_max_, B) α, C) rETR_max_ and D) Non-photochemical quenching (NPQ). All cultures were grown at continuous white light (CWL), dark-treated for 48 h (D48), re-exposed to 0.5 to 96 h of 730 µmol m^−2^ s^−1^ (RL_max_) and subsequently to 80 µmol m^−2^ s^−1^ (RL_low_; gray area to the right) during 3 to 72 h of recovery. NPQ values were calculated according to Stern-Volmer ((Fm-F'm)/F'm). NPQ of the CWL and dark cultures are not included, since diatoxanthin required for NPQ was absent in these samples. All values are presented with ±SD bars (n = 3).

The calculated NPQ was relatively high during the entire RL_max_ experiment. Values fluctuated between 0.5 and 0.8 during the 0.5–72 h period (Figure 10D), followed by a sudden increase at the 96 h time-point. Upon transfer to RL_low_, NPQ almost ceased within 72 h. The standard deviation was high in all but two measurements (0.5 h and 48 h).

## Discussion

The purpose of this study was to investigate the response to light of different quality (BL, GL or RL) compared to WL in *P. tricornutum*. By exposing algal cultures synchronized by prolonged dark treatment to equal PUR instead of equal irradiances, we aimed to reduce differences caused by factors other than the quality of light itself. 

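On the arrays, the median size of the log2 expression ratio over all probes fell with exposure time. At 0.5 h it was 0.59 for GL to BL, 0.76 for RL to BL and 0.38 for RL to GL. The corresponding medians were 0.17, 0.28 and 0.28 at 6 h and 0.13, 0.26 and 0.21 at 24 h. Probes that were differentially expressed with at least a 2-fold change numbered 11391 (GL to BL), 16042 (RL to BL) and 6104 (RL to GL) at 0.5 h. At 24 h, 574, 2002 and 1177 such probes were left for the same 3 pairs. The arrays of 0.5 h and 24 h had no slide or scan day in common. Each slide of 0.5 h held all 3 light colours, whereas most slides of 24 h held only 2 of them, so that the ratios at 24 h are partly between slides.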

Several observations support that the attempt to provide an approximately equal amount of PUR to be absorbed in PSII has been successful: 1) Lack of differentially regulated photosynthesis-related chloroplast genes, 2) high similarity in expression of nuclear genes, independent of light quality, after prolonged light exposure (6–24 h), 3) the general and light quality-independent trend in variation of pigment concentrations and ratios, and 4) the similar growth rate measured in all cultures during the length of this experiment.

### Light quality-dependent short-term differences in gene expression

Several of the PhANGs and a few genes encoding putative photoreceptors were divided into different categories in Nymark et al. [45] based on common responses to changes in light conditions and exposure times. This categorization is supported for most of these genes by the short-term light quality-specific gene expression patterns produced by exposure to BL, GL and RL. In general, 0.5 h of GL and/or RL exposure function as stronger inducers of the category 1 genes than WL and BL (Figure 1A, Figure 2–3) at the light intensities used in this study. The category 1 genes encode proteins associated with light harvesting and photosynthetic electron transport. After 6 and 24 h exposure, nearly equal and high expression levels were found for most of these genes in all treatments, indicating that the long-term regulation of the category 1 genes is practically independent of light quality (Figure 1A, Figure 2–3). 

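For the 3 category 1 genes on the arrays, the rise after 0.5 h was largest in BL. Exposure times did not share slides, so that these changes include any difference between slides. From 0.5 h to 6 h in BL, the log2 level rose by 6.01 for *OEE3* (standard error 0.35, limma adjusted p = 1.0e-12), by 5.61 for *HEMC* (adjusted p = 6.8e-14) and by 5.36 for *CHLG* (adjusted p = 6.7e-11). In GL the rise was 1.28 for *OEE3* (adjusted p = 0.0032), while *HEMC* (0.21, adjusted p = 0.53) and *CHLG* (0.69, adjusted p = 0.088) did not pass the threshold. In RL it was 1.48 for *OEE3* (adjusted p = 0.0011), 0.67 for *HEMC* (adjusted p = 0.046) and 2.42 for *CHLG* (adjusted p = 4.0e-06). The rise of *HEMC* in RL was lost under quantile normalization, normexp background correction and with the authors' processed values, and when any of 5 arrays was left out. That of *CHLG* in GL passed the threshold without replicate 1 of GL at 6 h (1.105, adjusted p = 0.0074). The change from 6 h to 24 h passed the threshold for none of the 3 genes in any light colour (largest 0.64, for *OEE3* in GL, adjusted p = 0.15). Without replicate 2 of GL at 24 h, it passed in GL for *OEE3* (adjusted p = 0.0089) and *CHLG* (adjusted p = 0.048).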

In a study by Schellenberger Costa and co-workers, chloroplast membrane proteins were isolated from cells acclimated to low BL and low RL for one week [42]. Even though their experimental setup differed from ours, both in acclimation status of the cells analysed (acclimated to BL/RL vs. dark to BL/RL shift), light duration (1 week vs. 24 h) and light regime (day/night cycles vs. continuous light), their findings largely support a long-term light quality-independent regulation of proteins encoded by the category 1 genes. With a few exceptions, such as the enrichment of CHLD (Mg-chelatase, subunit D; only identified in BL), LHCF11, LHCR1 and ZEP1 in BL, and LHCF2 and POR1 in RL, similar levels of the category 1 gene products were detected in BL and RL [42].

The category 2 genes are strongly, but transiently induced by 0.5 h of BL and WL exposure following prolonged exposure to darkness (Figure 1B, Figure 3). 

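In the arrays of BL, the log2 level of *LHCR6* fell by 4.91 from 0.5 h to 6 h (standard error 0.38, limma adjusted p = 2.9e-10), to 0.91 ± 0.39 (SD, n = 3). The change over the same time was −3.67 in GL (adjusted p = 9.2e-09) and −2.06 in RL (adjusted p = 3.2e-05). *PSB29* fell by 1.79 in GL (adjusted p = 4.6e-05). Tested as an interaction, the change in the ratio of RL to BL between 0.5 h and 6 h was 2.85 for *LHCR6* (adjusted p = 1.1e-04) and 2.19 for *PSB29* (adjusted p = 5.9e-04), so that the fall was larger in BL than in RL for both genes. The same interaction for GL against BL did not pass the threshold for *LHCR6* (1.23, adjusted p = 0.073) or *PSB29* (0.63, adjusted p = 0.33), although that of *LHCR6* passed with the slide as a block (1.39, adjusted p = 0.034).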

Several of the category 2 genes that might function in photoprotection (*LHCR6-8*, *LHCR10*, *LHCX2-3*, *PRXQ*, *GLRXC2*) were expressed at elevated levels for hours to days after transfer of LL-acclimated *P. tricornutum* cells to HL, whereas an increased expression of genes encoding PSII repair proteins (Psb27, Psb29, HFC136) were almost exclusively detected after 0.5 h of HL exposure [46]. Transferring the diatom cultures from darkness to GL or RL leads to a much lower or in some cases no rise in expression level of the category 2 genes. None of the proteins encoded by the category 2 genes were detected in either BL or RL in the study by Schellenberger Costa et al. [42]. Non-detectable levels of the category 2 gene products connected to photoprotection can be explained by the LL intensities the cells were acclimated to in the study.

However, LHCX1 and FTSH1-2, which are connected to important photoprotective processes like NPQ and PSII repair respectively, were detected both at the transcriptional level (in our study) and at the protein level in both BL and RL [42]. The amount of LHCX1 and FTSH2 proteins were slightly elevated in cells acclimated to BL compared to RL [42], whereas no significant difference was seen at the transcriptional level after 24 h in our study. BL was found to be essential for HL acclimation and photoprotection in *P. tricornutum*, and the increased LHCX1 protein level in BL compared to RL was suggested to be responsible for the increased photoprotective capacity in BL [42]. In addition to *LHCX1*, *LHCF15* was among the few *LHC* genes that could not be assigned to either of the two gene categories. LHCF15 protein expression is suggested to be RL-specific [42], but even though our data also show a much higher gene expression of *LHCF15* in RL compared to WL, BL and GL after 24 h of light exposure, we also detected similar high transcripts levels after prolonged darkness. Seen together, these results indicate that the high expression of *LHCF15* in RL is not induced by RL, but rather by a lack of light of shorter wavelengths.

### Insight into the mechanism behind the transcriptional induction of category 1 and 2 genes

Nuclear genes encoding photosynthesis-associated proteins are regulated through complex networks involving photoreceptors, circadian clock components and retrograde chloroplast signals of different origins [16], [73], [74], [75], [76]. These regulatory networks are only partly understood in green algae and higher plants [74], [75] and are almost completely unknown in diatoms. The differences in gene expression as a response to the different light quality conditions after D48 treatment are distinct at the 0.5 h time point for both the category 1 and 2 group of genes. With the experimental setup synchronizing the cell cycle, providing equal amount of PUR available for photosynthesis and thereby keeping the influence from plastidial signals similar for all light treatments, it seems likely that photoreceptor-mediated signals might be the cause of the observed initial differences when returned to light. With the exception of the category 2 gene *CPF2*, both confirmed and putative BL and RL photoreceptor genes are transcribed in D48 cells. The fast and light quality-dependent transcriptional response to exposure to light of different wavebands after D48 treatment indicates that not only are genes encoding photoreceptors transcribed in darkness, but photoreceptors are also present in darkness as functional molecules capable of altering the transcriptional activity of the cells. Unfortunately, the expression profiles of the photoreceptor genes do not contribute much to the elucidation of their possible roles as transcriptional regulators. In order to separate between gene induction/repression caused by photoreceptor signals and chloroplast signals resulting from photosynthetic activity, linear PET was blocked by the addition of DCMU prior to 0.5 h exposure to different qualities of light. The combined results from the gene expression analysis with and without the inhibitor of photosynthesis confirm the complexity of the regulation of PhANG expression, and enable speculations about gene induction and repressor mechanisms in diatoms.

Two different hypothetical mechanisms for induction and repression of category 1 genes can be deduced from the experimental results. One model that can explain the early and strongest induction of PhANGs defined as category 1 genes [45] in RL and GL is that these genes are initially activated by the onset of light through a mechanism involving a retrograde chloroplast signal resulting from photosynthetic activity. The lower initial expression of the category 1 genes in BL might indicate that these genes are subjected to transient repression when experiencing sudden exposure to BL. The significantly lower expression of category 1 genes in BL, GL and RL exposed cultures where linear PET has been blocked (Figure 4A) might indicate that the category 1 gene induction is highly dependent of a chloroplast signal of unknown origin. The *P. tricornutum* genome encodes two putative phytochromes (Dph1 and SKP3) with unknown function [6], but gene induction in RL seems to be solely dependent on a chloroplast signal for all but one of the examined category 1 genes (Figure 4A). GL, on the other hand, is able to cause a moderate rise in expression level for some of the examined category 1 genes (e.g. *CHLG*, *LHCR1*, *LHCR4* and *OEE3*), despite the absence of a putative chloroplast signal. Considering that no GL receptor has ever been identified in diatoms [6], [25], this finding is both surprising and greatly intriguing. This might indicate that the diatom genome contains a novel photoreceptor capable of GL absorption, or that some of the already known photoreceptors are capable of absorbing photons emitted by the light source that are in the blue-green range (Figure S3A). Regardless of the GL sensory mechanism, the results from the DCMU+GL treatment suggest the existence of an additional activator of the category 1 genes that is independent of photosynthetic events. The microarray results showed BL to be a weaker initial inducer of category 1 genes than GL and RL. The DCMU+BL treatment caused expression levels not only to remain at D48 levels but also to fall beneath this low level for a few of the examined category 1 genes (Figure 4A). These results suggest that a BL photoreceptor might function in repression of the category 1 genes. The repression could be direct or indirect by inducing genes that encode proteins involved in photoprotection, which might somehow be incompatible with a simultaneous induction of genes associated with light harvesting and photosynthesis. A second explanation for the observed lower expression of the category 1 genes in DCMU-treated samples might also exist. A side effect of DCMU+light treatment is an increase in singlet oxygen (^1^O_2_) production originating from triplet Chl formation in PSII [77]. Increased amounts of ^1^O_2_ might be perceived by the algae as being exposed to HL, thereby initiating a signaling cascade that represses the induction of the category 1 genes. If this scenario is true, the weaker induction or lack of induction of gene transcription observed in DCMU+light samples is caused not just by the removal of a positive signal, but also by the formation of a negative one.

Regardless of which light quality the cultures were exposed to, blocking of the linear photosynthetic electron flow by the addition of DCMU led to lower category 1 gene transcript levels than in the corresponding controls without DCMU. In contrast, the transcriptional responses of the category 2 genes to inhibitor treatment were light quality specific. Removing the ability to perform photosynthesis had practically no effect on the strong induction of the category 2 genes in BL (Figure 4B), it caused slightly increased expression of a subset of these genes in GL and reduced the amount of category 2 gene transcript to D48 levels in RL. Our results indicate that several signals affect the expression of the category 2 genes, but that these genes are induced mainly through a signal mediated by a BL-absorbing photoreceptor. Silencing of *AUREO1* has been connected to the induction of HL acclimation [62], and overexpression of *CPF1* leads to reduced expression of the *LHCX1-3* genes [63], making these photoreceptors unlikely candidates for the induction of the category 2 genes. In contrast, silencing of *CRYP* leads to a significant reduction of LHCX protein levels [64], suggesting that the presence of this blue light receptor is connected to the expression of photoprotective LHCs. Even though our results imply that photoreceptor signaling is crucial for the induction of the category 2 genes, transcript levels of *LHCX2* (and also *LHCX1*) increased as a result of artificially reducing the PQ pool during LL, thereby mimicking HL conditions [76]. In contrast, artificially oxidation of the PQ pool did not manage to prevent the expression of these genes in HL [76]. The explanation might be that the signal originating from the redox state of the PQ pool is overridden by photoreceptor signaling, and possibly also by another plastidial signal originating from elevated levels of ^1^O_2_ [76]. Increased levels of ^1^O_2_ have been found to induce stress responses in plants [78], [79]. GL caused a much lower induction of the category 2 genes than BL, but increased transcriptional levels were observed when DCMU was added prior to the GL treatment. This observation can possibly be explained by an increased ^1^O_2_ formation in the DCMU+light-treated samples. As suggested above, formation of ^1^O_2_ might be perceived by the diatom as a signal of HL, and therefore contribute to the induction of the category 2 genes. However, expression of the category 2 genes were not elevated by the addition of DCMU prior to BL and RL treatment, even though similar amounts of ^1^O_2_ theoretically should be produced in the chloroplast of these cells as well. One reason might be that the category 2 genes are already maximally expressed in BL, so that an increased formation of ^1^O_2_ is not able to further increase the expression of these genes. In contrast to the unaffected or increased gene expression caused by BL or GL exposure of DCMU-treated cultures, addition of DCMU prior to RL exposure caused the expression of the category 2 genes to remain at D48 levels. This observation indicates that the low induction of a few of the category 2 genes in RL-treated cultures is independent of both photoreceptor signaling and increased levels of ^1^O_2_, but is likely to depend on a chloroplast signal resulting from photosynthetic activity.

### Is there a form of chromatic acclimation in diatoms?

The total cell pigment concentration decreased 20–40% from the CWL to the D48-treatment (Figure 5). During this process, the Fuco fraction increased while the Diadino fraction decreased, indicating that maximum light-harvesting capabilities after re-exposure to light is of primary importance to the algae rather than light protection. During the gradual increase in total cellular pigment concentration from 0.5 to 24 h of light re-exposure, the Fuco:Diadino ratio changed again in favour of Diadino. Combined, the results suggest that maximum light-harvesting capabilities are prioritized when no light is available, while light protection potential is most important during light periods, independent of light quality.

In spite of the general, light-independent trend in cell pigment concentration, the scaled relative *in vivo* fluorescence excitation spectra produced from cultures grown under WL, BL, GL or RL displayed an interesting response to long-term exposure to light of fixed and limited wavebands. Spectra from cultures grown in 0.5 and 6 h of WL, BL, GL and RL displayed equal light ETE by the light-harvesting pigments to PSII reaction centre Chl *a*, within the entire PAR region (400–700 nm; Figure 6A and 6B). At first glance, this pointed to a light-harvesting apparatus equally efficient in transferring all the wavelengths of excitation light to Chl *a* independent of previous growth-light quality. However, after 24 h of light exposure a weak trend started to emerge, showing a positive correlation between growth light quality and ETE in the corresponding region of the PAR spectrum (Figure 6C). The trend became increasingly pronounced after 48 h (Figure 6D), which might be interpreted as chromatic acclimation. However, recent reports show that increased light intensity cause a shift from Fuco_red_ enrichment in LL to Fuco_blue_ in HL [14]. This was indeed confirmed by the ETE response to LL-HL shift (Figure 7), which was identical to the ETE pattern of the 24–48 h BL samples at the corresponding time-points (Figure 6C and 6D). The observed changes in ETE efficiency observed in RL, is therefore most likely a result of LL acclimation of the FCP trimer composition due to absence of BL. Regardless of the mechanism behind the adjustment of the Fuco_red_:Fuco_blue_ ratio, the functional effect is enhanced ETE in the green/red waveband of the PAR spectrum in GL and RL-grown cells.

### Indications of a light quality-dependent ability of photoprotection and repair of photodamaged PSII

The microarray analyses generate transcriptome snapshots of cells exposed to WL, BL, GL and RL during the first 24 h of light exposure after D48 treatment, and provide, in combination with the gene expression data from the inhibitor study, mechanistic insight and valuable clues to how the different light regimes affect the algae. However, the exact amount, stability and activity of the proteins encoded by the genes discussed in this study cannot be extrapolated directly from the transcriptional data. Indications regarding the effect of differential regulation of the category 2 genes at the physiological level are given by the measurements of Φ_PSII_max_. WL and GL treatments caused intermediate levels of Φ_PSII_max_, while BL and RL represented the extremes in the high end and low end respectively (Figure 8). Consequently, the Φ_PSII_max_ in the BL and RL-treated cells are discussed in relation to their expression of the category 2 genes. The low initial Φ_PSII_max_ measured in the BL cultures might be associated with initiation of photoprotective mechanisms. The high BL-induced expression of *LHCR6*, *LHCR8*, *LHCR10* and *LHCX2-3*, which previously have been reported to be associated with HL responses [45], [46], [49], [50], [80], in combination with the detection of small amounts of Diato essential for NPQ [81], support this hypothesis. The decrease in Φ_PSII_max_ levels measured in RL cultures during the length of the experiment might be explained by a possible absence of protection against sudden exposure to RL, as suggested by the lack of induction of category 2 genes, as well as the much lower expression of genes encoding PSII repair proteins. Whereas prolonged RL exposure causes impaired photosynthetic performance of the cells, Φ_PSII_max_ increased with BL exposure time (Figure 8). This trend is in accordance with the results reported by Schellenberger Costa et al. [42], where *P. tricornutum* was found to perform equally well (measured as oxygen-based P_max_) in BL and RL during LL conditions, but lacked the ability to acclimate to higher intensity RL, for which BL was necessary. However, in a subsequent study by the same group [62], it was shown that in transgenic cell lines with reduced levels of AUREO1a, HL acclimation (measured as a reduction of cellular Chl *a* content, increased photosynthetic rates and photoprotective potential) could also be induced in RL. In our experiment, BL causes lower levels of AUREO1a transcripts than RL, which might contribute to the HL acclimation features of the BL-exposed cells. In a recent study by Jungandreas et al. [43] it was confirmed that photosynthesis rates are very similar in cells acclimated to low BL or low RL using light/dark cycles, and also in cells shifted from low BL to low RL or *vice versa*. Light quality shifts do however cause a metabolic reorganization of the cells. Transferring the cells from RL to BL induce an increase in protein production, whereas a BL to RL shift causes accumulation of carbohydrates [43]. If light quality is directly responsible for regulation of activity of metabolic enzymes, and also for the regulation of *de novo* synthesis of these enzymes, similar differences in protein and carbohydrate accumulation might also be present between cells exposed to BL or RL after prolonged dark treatment.

Even though light of all intensities damage the PSII reaction centre protein D1 (encoded by *PsbA*), thereby causing inactivation of PSII complexes [82], the moderate light intensities used in this study was not expected to cause damage to the PSII complex that would exceed the capacity of repair. Cells exposed to prolonged white light exposure (48 h; 500 µmol m^−2^ s^−1^) of much higher intensities than used in this study (500 µmol m^−2^ s^−1^ WL correspond to ∼1150 µmol m^−2^ s^−1^ RL), showed only a moderate drop in Φ_PSII_max_ during the first 12 h of HL exposure, and recovered to the initial high levels within the following hours (12–48 h) [46]. However, the observed decline in Φ_PSII_max_ with longer RL exposure times (6–96 h), seen in context with the lack of initial induction of photoprotection by Diato and PSII repair genes, indicated that long-term RL-exposed cells had an increased susceptibility to photodamage and/or a low PSII repair capacity. This explanation is strongly supported by the results from the high intensity RL_max_ experiment.

The results from the transcriptional analyses of RNA isolated from *P. tricornutum* cultures exposed to RL_max_ intensities for 0.5 h confirmed that the diatom is unable to boost the transcription of the category 2 genes in RL, even when exposed to high intensities. The severe and persistent decline in Φ_PSII_max_ during the 0.5–96 h of RL_max_ exposure (Figure 10A) confirmed the negative effect RL has to the photosynthetic machinery of *P. tricornutum*, and strongly implies that the protein products of the category 2 genes (Figure 4B) are necessary for optimal function of the photoprotection and PSII repair mechanisms. The barely detectable (<0.1) Φ_PSII_max_ at the 96 h time-point indicated a complete photo-inactivation of the PSII reaction centres [83] and/or cell death [84]. *De novo* synthesis of Diadino + Diato, which takes place in the presence of a transthylakoid proton gradient (ΔpH) [85], was substantial after 0.5 h of RL_max_ exposure (Figure 9). This was also reflected by the unusual detection of Neo in these cells, which represents the biosynthesis precursor of both Diadino and Fuco [48]. The NPQ value of 0.6 at this early time-point was comparable with the value based on measurements from our previous study on LL-HL shift [46]. The observed NPQ levels during RL_max_ resulted in a corresponding decrease in Φ_PSII_max_, as is usually seen during HL [86]. High irradiances will additionally cause increased production of ROS, independent of spectral quality. ROS can cause inactivation of PSII complexes by damaging the D1 protein directly, but also by restraining protein synthesis in the chloroplast and consequently translation of the D1 protein [82]. The ROS-scavenging antioxidant PRXQ is found to attach to PSII and is believed to have a specific function in protection of photosynthesis in higher plants [58]. In our study, *PRXQ* was transcribed at extremely low levels (close to background signal levels) in both moderate and high RL intensities. In contrast, *PRXQ* transcription was strongly induced by moderate BL exposure (Figure 3), and it was also found to be among the strongest and most consistently up-regulated genes after a LL to HL shift [46]. These observations suggest that the induction of *PRXQ*, as the other category 2 genes, depends not only on the light intensity but also on the quality of light.

A lack of induction of genes encoding proteins important for photoprotection and PSII repair might explain the high, though non-lethal levels of photodamage during the length of the RL_max_ experiment (96 h). Subsequent transfer to RL_low_ led to a surprising increase in photosynthetic efficiency already after 3 h (Figure 10A), while NPQ did not decrease significantly until the 24 h time-point of RL_low_ (Figure 10D). These results point to a functional, but low capacity PSII repair mechanism in RL. The genes encoding proteins for PSII repair mechanisms are moderately expressed during darkness and RL, which probably explains why the moderate RL-incubated algae in the study by Schellenberger Costa et al. [42] performed better during a RL day and night regime, as opposed to our growth regime of continuous RL.

In spite of an approximately equal amount of PUR in BL, GL and RL, the spectral quality of light influenced *P. tricornutum* responses to ambient light conditions. Light quality-independent chloroplast signaling combined with photoreceptor signaling is necessary for regulation of the expression of nucleus-encoded genes in order to achieve optimal acclimation of the photosynthetic apparatus to a changing light environment. Whereas cellular pigment concentrations seem to depend on the light intensity, light quality might influence the protein composition of the FCP complexes, leading to differential absorption properties of Fuco. The combined results from this study clearly show that diatoms are not adapted to acclimate to higher intensities of RL. The lack of evolution of RL-controlled mechanisms to prevent and repair photodamage is logical when seen in context with the properties of the underwater light field. In the natural aquatic environment, large amounts of RL will not be encountered without the simultaneous presence of high intensity BL.

## Material and Methods

Axenic *P. tricornutum* Bohlin clone Pt1 8.6 (CCMP632) was obtained from the culture collection of the Provasoli-Guillard National Center for Culture of Marine Phytoplankton, Bigelow Laboratory for Ocean Sciences, USA.

### Growth and experimental light conditions

Continuous, axenic culturing of *P. tricornutum* was done as described in Nymark et al. [46]. The cultures were incubated at 15°C under cool white fluorescent light (Philips TLD 36W/96; spectral distribution presented in Figure S3B providing a scalar irradiance (E_PAR_) of 100 µmol m^−2^ s^−1^ under continuous white light (CWL) conditions. The cells divided ∼1.5 day^-1^ under these conditions. Dark treatment of the cultures cause cell division to cease during the first 6 h, since *P. tricornutum* cells are arrested in the G1 phase when deprived of light [45], [87], [88]. Upon the onset of the experiment the cultures were therefore synchronized by a 48 h dark-treatment (D48) [87], [88]. Thereafter the algae were exposed to blue light (BL), green light (GL) or red light (RL) provided by a waveband specific LED panel (SL3500, Photon Systems Instruments; Figure S3A). The algae were exposed to 0.5 h, 6 h or 24 h of: 1) 230 µmol m^−2^ s^−1^ of RL, 2) 100 µmol m^−2^ s^−1^ of GL, 3) 50 µmol m^−2^ s^−1^ of BL or 4) 100 µmol m^−2^ s^−1^ of WL respectively. This distribution of wavelength-specific irradiance ensured an equal rate of photons for absorption by the algae and thus available for photosynthetic energy transfer, i.e. defined as the Photosynthetically Usable Radiation (PUR) [8]. In order to keep the cell division rate in the cultures relatively constant during the length of the experiment (1–3 days), we chose the RL intensity that resulted in this same cell division rate as in the initial CWL culture, which was ∼1.5 day^−1^. The intensities of the GL and BL were calculated to correspond to the same amount of absorbed quanta in PSII as the RL-treated cells, resulting in a cell division rate at ∼1.5 day^−1^ also under these light conditions. By giving the algae equal amount of PUR accessible to PSII, we aimed to investigate differences caused by the light quality alone.

### Irradiance measurements and calculations

Growth light was measured inside culture flasks filled with sterile seawater using a scalar (4π) irradiance sensor (QSL-100; Biospherical Instruments, San Diego, CA, USA). The spectral distribution of the growth and incubation light was measured using a spectroradiometer (RAMSES-ACC-VIS, TriOS, Oldenburg, Germany) from 400 to 700 nm with 1 nm resolution. For each colour treatment, i.e. BL, GL and RL, PUR was calculated by correcting the spectral distribution of the incubation LED light for the *in vivo* algal absorption spectra normalized to Chl *a* (black line in Figure S3A). Accordingly, the intensity of each LED was tuned to ensure that the same rate of photons was available for algal absorption at each colour treatment. The *in vivo* algae absorption spectra and the Chl *a* concentration were measured according to Hancke et al. [44].

### RNA isolation and processing

Harvesting of diatom cultures exposed to BL, GL or RL for 0.5 h, 6 h, or 24 h after D48 treatment and subsequent RNA isolation, quantification and verification of RNA integrity were performed as described in Nymark et al. [46].

### DNA microarray experiments

One-colour microarray experiments were performed as described in Nymark et al. [45] using 83–200 ng total RNA isolated from 27 samples (three biological replicates for each treatment and time-point) as starting material for the reverse transcription reactions.

### Statistical analyses of microarray data

The statistical analyses of the microarray data were performed as described in Nymark et al. [45]. The raw data resulting from the one-colour microarray experiments of RNA isolated from CWL, D48 and WL (0.5 h, 6 h, and 24 h) cultures presented in Nymark et al. [45] were included in the statistical analyses and normalization procedures. A design matrix was created and contrasts between WL and BL, GL and RL for each of the re-exposure time points (0.5 h, 6 h, or 24 h) were computed. The Benjamini and Hochberg's method was used to estimate the false discovery rate [89]. Genes with an adjusted p-value below 0.05 were considered to be statistically significant differentially expressed. The genes discussed in the text are represented with 2–5 different probes on each microarray. Presented expression ratios are an average of values obtained from the two probes closest to the 3′ end representing the genes in question. Supplementary information on the *P. tricornutum* genes discussed in the text is provided in Table S4.

### Quantitative real-time PCR

A two-step quantitative real-time PCR (qRT-PCR) was carried out on total RNA from WL samples in addition to the BL, GL and RL samples at the three different time points, altogether 36 samples (three biological replicates for each treatment and time-point). The qRT-PCR reactions were performed as described in Nymark et al. [46]. Forward and reverse primers used are listed in Table S5. LinRegPCR software [90], [91] was used to calculate mean PCR efficiency per amplicon and cycle threshold (Ct) values per sample. These data were imported into the qBase^PLUS^ software (Biogazelle), which calculated relative expression ratios (given as Calibrated Normalized Relative Quantities (CNRQ)) and performed statistical analyses on the results. The unpaired t-test was used to evaluate the significance of the estimated relative expression ratios. Genes with p-values below 0.05 were considered to be statistically significant differentially expressed. The *PsaA* gene (c4570-2312) encoding Photosystem I P700 chlorophyll *a* apoprotein A1 was used as a reference gene to calculate relative expression ratios of chloroplast-encoded target genes. For calculations of relative expression ratios of genes localized to the nucleus, two nucleus-encoded reference genes were utilized, the *RPS5* gene encoding 30S ribosomal protein S5 (Phatr2_42848) and a gene encoding a glycerol kinase (GK; Phatr2_50182). Both genes are represented by five different probes on the microarray, and showed no response to the different light treatments at any time point.

### Inhibitor study

To discriminate between photoreceptor mediated signals and chloroplast signals resulting from photosynthetic activity, the effect of blocking of the photosynthetic electron transport on gene expression was studied by performing an additional experiment. Initial growth conditions and experimental set up was kept as described above. 3-(3,4-dichlorophenyl)-1,1-dimethylurea (DCMU) was dissolved in ethanol to a stock concentration of 50 mM and added to the cultures (in complete darkness) at a final concentration of 50 µM (final concentration of ethanol 1‰) before exposing the cells to 0.5 h of BL, GL or RL. Identical amounts of ethanol were added to the control samples. D48 samples with and without the addition of DCMU were also included in the experiment. The DCMU-treated D48 samples were harvested 0.5 h after adding of the inhibitor and used to verify that the DCMU treatment itself did not affect gene expression levels. Harvesting of cells, total RNA isolation and gene expression analyses by qRT-PCR were performed as described above, including three biological replicates for both treated samples and control samples. Finding suitable reference genes that were unaffected by prolonged darkness, BL, GL, RL and the DCMU treatment was challenging, since these treatments have a profound impact on the global gene regulation. Expression of the *GK* gene and a series of other candidate reference genes were found to be affected by the DCMU+light-treatment. Consequently, only the *RPS5* gene was used for normalization of relative expression ratios in the inhibitor experiment. Only genes displaying an expression ratio (log 2 transformed)> +/−1.5 were therefore considered to be significantly regulated.

### Pigment analysis

The HPLC pigment analysis was performed according to Rodriguez et al. [92] using a Hewlett-Packard HPLC 1100 Series system. Pigment values from the HPLC analysis were calculated as femtomol (fmol) pigment per cell. Sampling and storage of the algal cultures was done as described previously [45]. Three biological replicates were used for each time-point and treatment. The BL, GL, RL (including maximum RL treatment (RL_max_, see below)) and WL experiments were conducted individually, each setup including CWL and D48 treatment and sampling prior to each colour incubation. The Student's t-test was performed to establish whether the cellular pigment concentrations of the different treatments and incubation times were significantly different at any of the time-points. P-values <0.05 were considered significant.

### Variable *in vivo* Chl *a* fluorescence (Pulse Amplitude Modulated fluorometry)

Variable *in vivo* Chl *a* fluorescence was measured as described in Nymark et al. [46]. Three biological replicates of all the light-treatments were used. Non-photochemical quenching (NPQ) during maximum red light (see below) was calculated from measured fluorescence yield, according to the Stern-Volmer equation (F_m_-F'_m_)/F'_m_.

### *In vivo* fluorescence excitation

*In vivo* fluorescence excitation spectra were measured as described in Nymark et al. [45]. Spectra were recorded in three biological replicates of CWL cultures, D48 cultures, and from the same cultures subsequently re-exposed to 0.5, 6 and 24 h of BL, GL, RL or the initial WL. Spectra of the five treatments at each time point were scaled to the red emission maximum of Chl *a* of the D48 culture. This was done to study the development of the light energy transfer efficiency (ETE) by the main photosynthetic pigments Chl *a*, Chl *c* and Fuco in the 400–500 nm range of the PAR spectrum, where they exhibit their maximum absorption [93]. Additional samples were incubated in 35 and 500 µmol m^−2^ s^−1^ of WL, which were the same intensities used in a previous paper on molecular responses to LL-HL shift [46]. This was done in order to compare the ETE response to differences in light intensity versus spectral light of equal PUR.

### Maximum red light (RL_max_: 730 µmol m^−2^ s^−1^) study

Additional samples were incubated in 730 µmol m^−2^ s^−1^ of RL (corresponding to 320 µmol m^−2^ s^−1^ of WL), which was the maximum possible intensity of the red diode light. The maximum red light (RL_max_) samples were incubated for 0.5 h and subsequently harvested for pigment analysis, a microarray screen (one sample), qRT-PCR analyses, *in vivo* absorption- and fluorescence excitation spectra and PAM analyses. *In vivo* fluorescence excitation spectra and PAM analyses were conducted through 96 h, after which the cells were monitored through a 72 h period of low RL (RL_low_) to investigate possible recovery. The RL_low_ intensity was set to 80 µmol m^−2^ s^−1^, corresponding to 35 µmol m^−2^ s^−1^ of WL, which in a previous paper was defined as LL [46].

## Supporting Information

Figure S1 Expression ratios for genes in the hypothesized carotenoid biosynthetic pathway in *P. tricornutum.*
(PDF) Click here for additional data file.

Figure S2 Fractions of Chl *a*, Chl *c*, Fuco, Diadino and Diato of total cellular pigment concentrations in the 0.5–24 h WL, BL, GL and RL treated cells.
(PDF) Click here for additional data file.

Figure S3 Spectral composition of the blue, green and red diode light and the white, fluorescent light source.
(PDF) Click here for additional data file.

Table S1 Effect of light quality on chloroplast gene expression in cultures treated with light of different quality.
(DOC) Click here for additional data file.

Table S2 Effect of DCMU on gene expression in cultures treated with light of different quality.
(DOC) Click here for additional data file.

Table S3 Category 2 gene expression in RL_max_ treated cells compared to RL treated cells.
(DOC) Click here for additional data file.

Table S4 Information on *P. tricornutum* genes discussed in the text.
(DOC) Click here for additional data file.

Table S5 Primers used for quantitative real-time PCR.
(DOC) Click here for additional data file.

# Supplementary material for: System Responses to Equal Doses of Photosynthetically Usable Radiation of Blue, Green, and Red Light in the Marine Diatom Phaeodactylum tricornutum
**Source:** PLoS One. 2014 Dec 3;9(12):e114211. doi: 10.1371/journal.pone.0114211

all-trans-Geranylgeranyl-PP

Terpenoid backbone biosynthesis

PSY

Phytoene

PDS

z-carotene

ZDS

Prolycopene

?

Lycopene

LCYB

$\beta$ -carotene

?

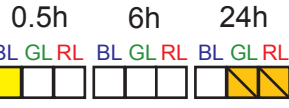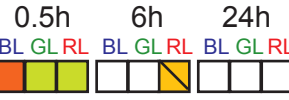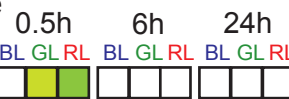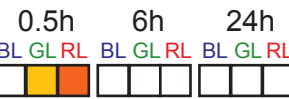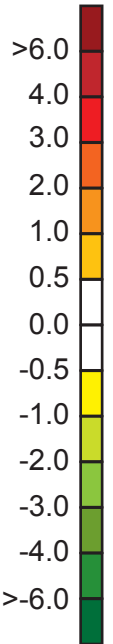

A

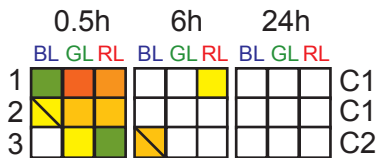

Zeaxanthin

ZEP?

Antheraxanthin

ZEP?

Violaxanthin

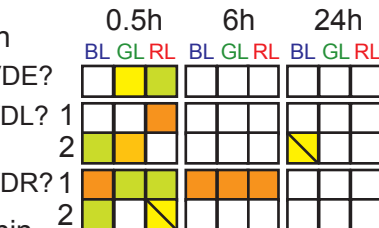

?

Neoxanthin

?

Fucoxanthin

?

B

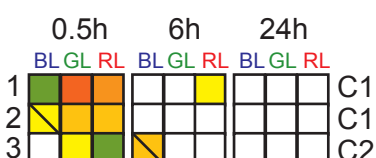

Diadinoxanthin

ZEP?

Diatoxanthin

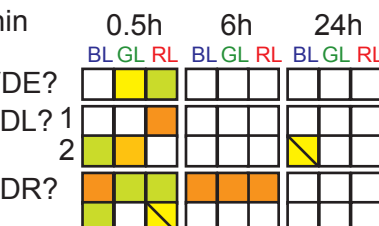

**Supplement:** Figure S1 — Expression ratios for genes in the hypothesized carotenoid biosynthetic pathway in P. tricornutum.

# Supplementary material for: System Responses to Equal Doses of Photosynthetically Usable Radiation of Blue, Green, and Red Light in the Marine Diatom Phaeodactylum tricornutum
**Source:** PLoS One. 2014 Dec 3;9(12):e114211. doi: 10.1371/journal.pone.0114211

**Supplemental Table 1. Effect of light quality on chloroplast gene expression in cultures treated with light of different quality.**

Relative expression ratios (log2 transformed) for photosynthesis-related chloroplast genes were calculated by A) qRT-PCR analyses and B) microarray analyses by comparing the gene expression in cultures exposed to BL, GL or RL for 0.5 h, 6 h and 24 h versus the expression in WL-treated cultures at corresponding time points. 

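Part A of the table comes from qRT-PCR and part B from the microarrays, both given as the log2 ratio of a light colour to WL at the same exposure time, so that 0 means no difference from WL. Subtracting 2 such ratios removes WL and gives the log2 ratio between the light colours. For part B the array value of a gene is the mean of its 2 probes, and the pairs of probes used here for *PsaE* (CUST_47540_PI255610003 and CUST_47538_PI255610003) and *PsbV* were those that hold the qRT-PCR primers of Table S5. The arrays used here allow such ratios between BL, GL and RL for *PsaE* and *PsbV* alone; the qRT-PCR values and the other chloroplast genes of the table were not analysed here.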

Expression ratios calculated from the microarray analyses are an average of values obtained from the two probes closest to the 3’ end representing the genes in question. Significantly regulated genes are marked with V (qRT-PCR: p-value < 0.05 (student’s t-test); microarray: p-value < 0.01 (Limma package and R).

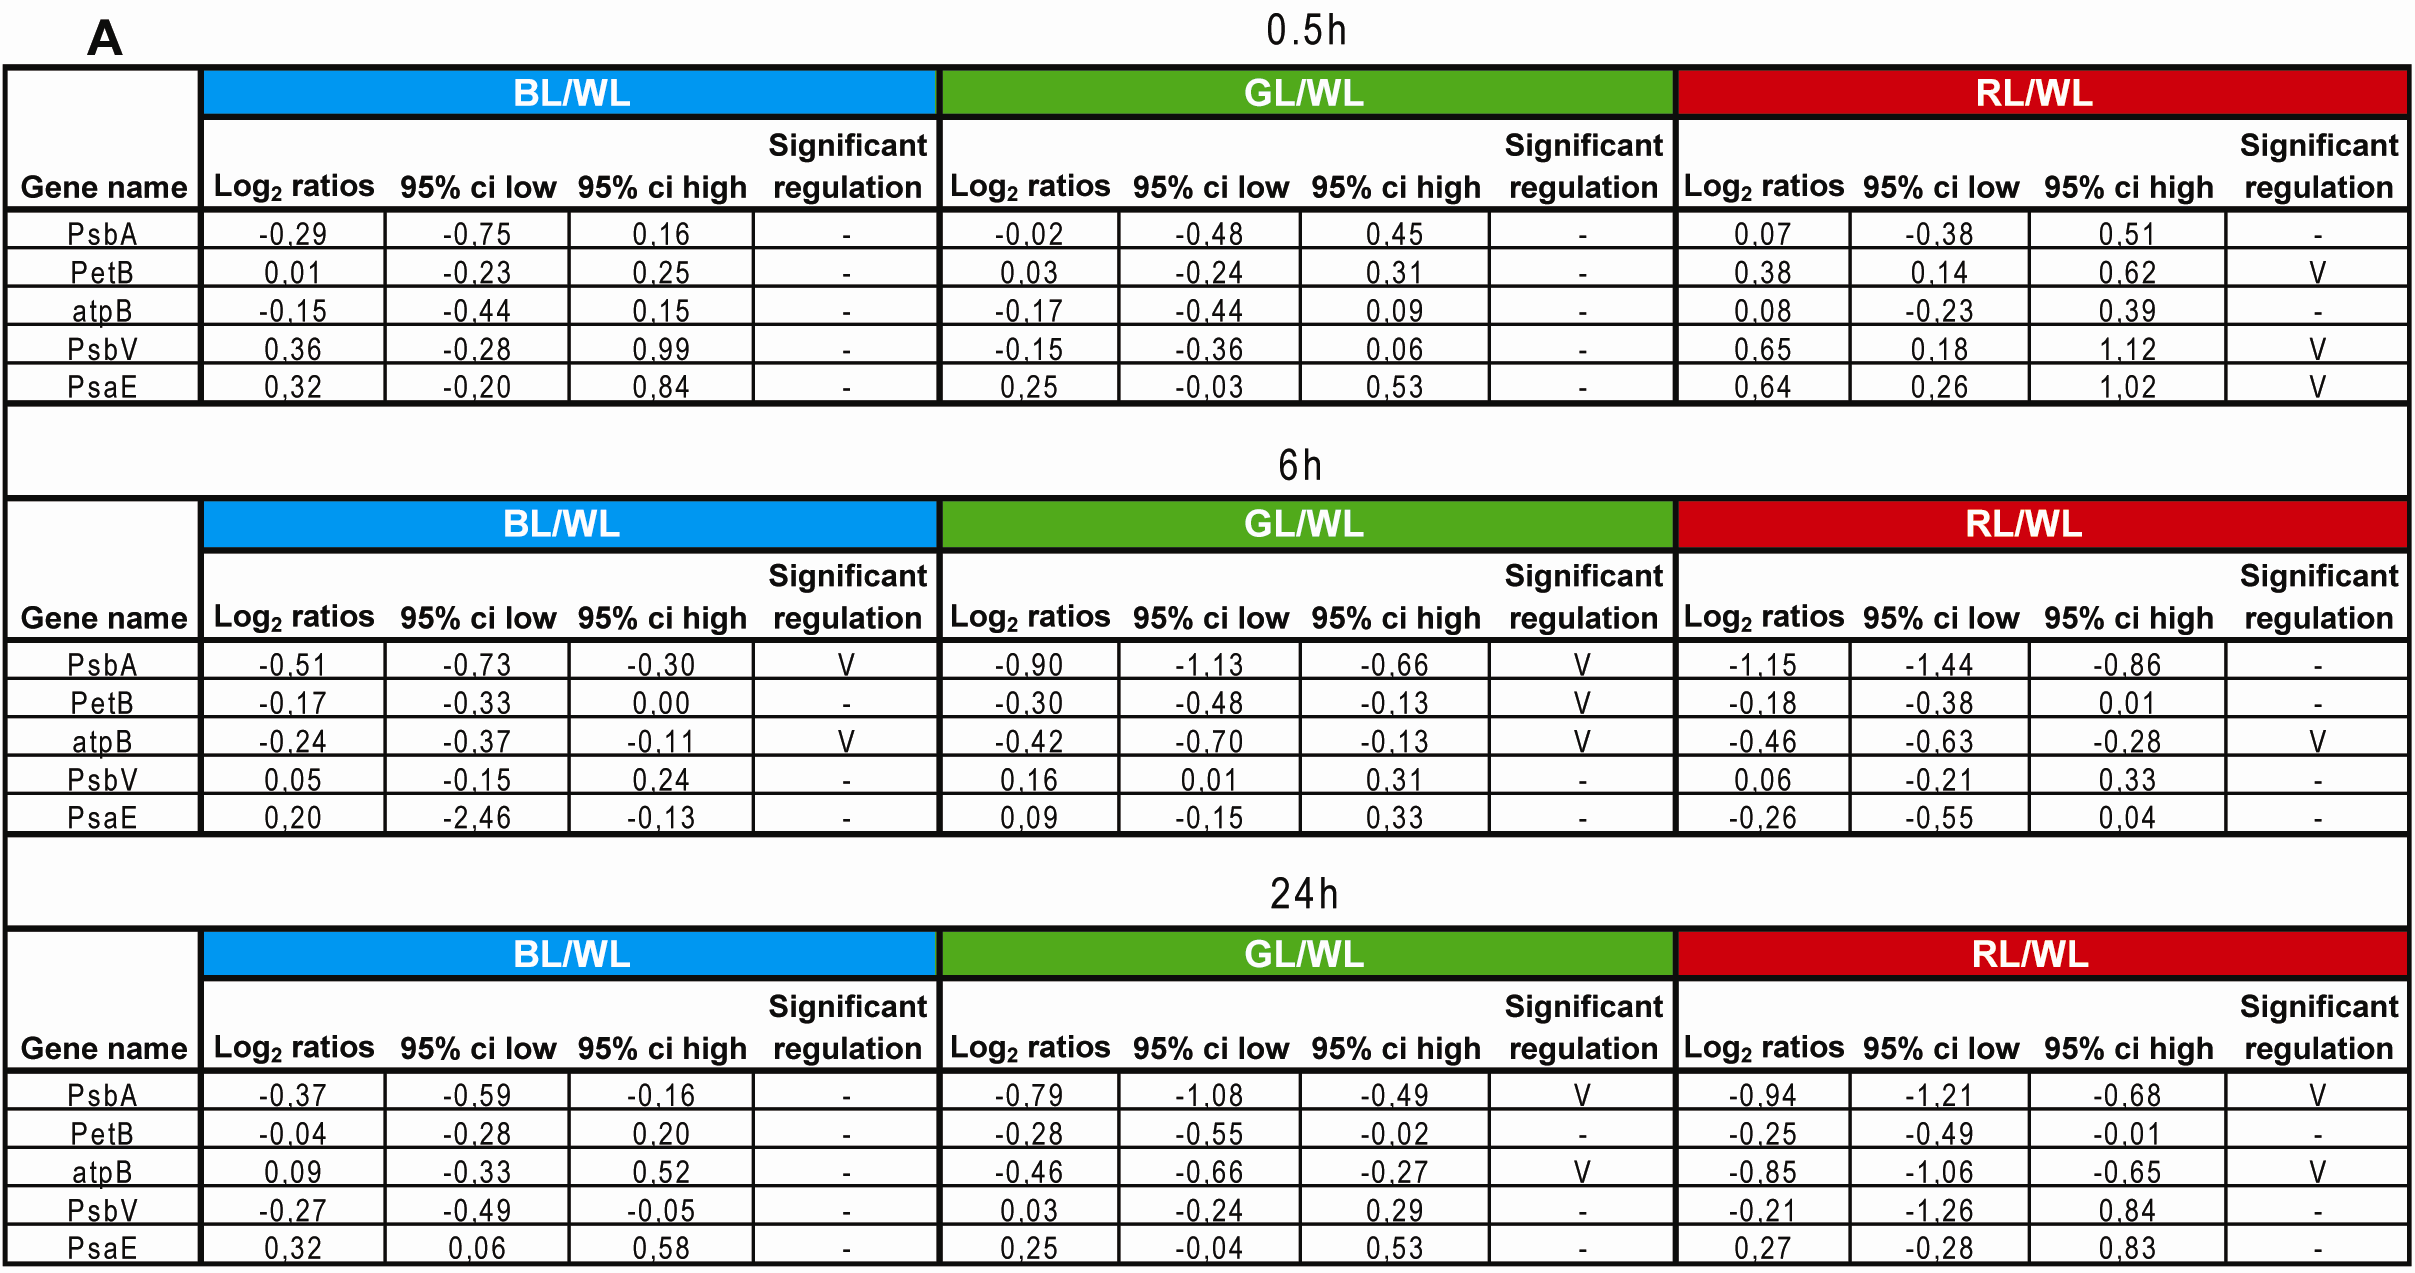

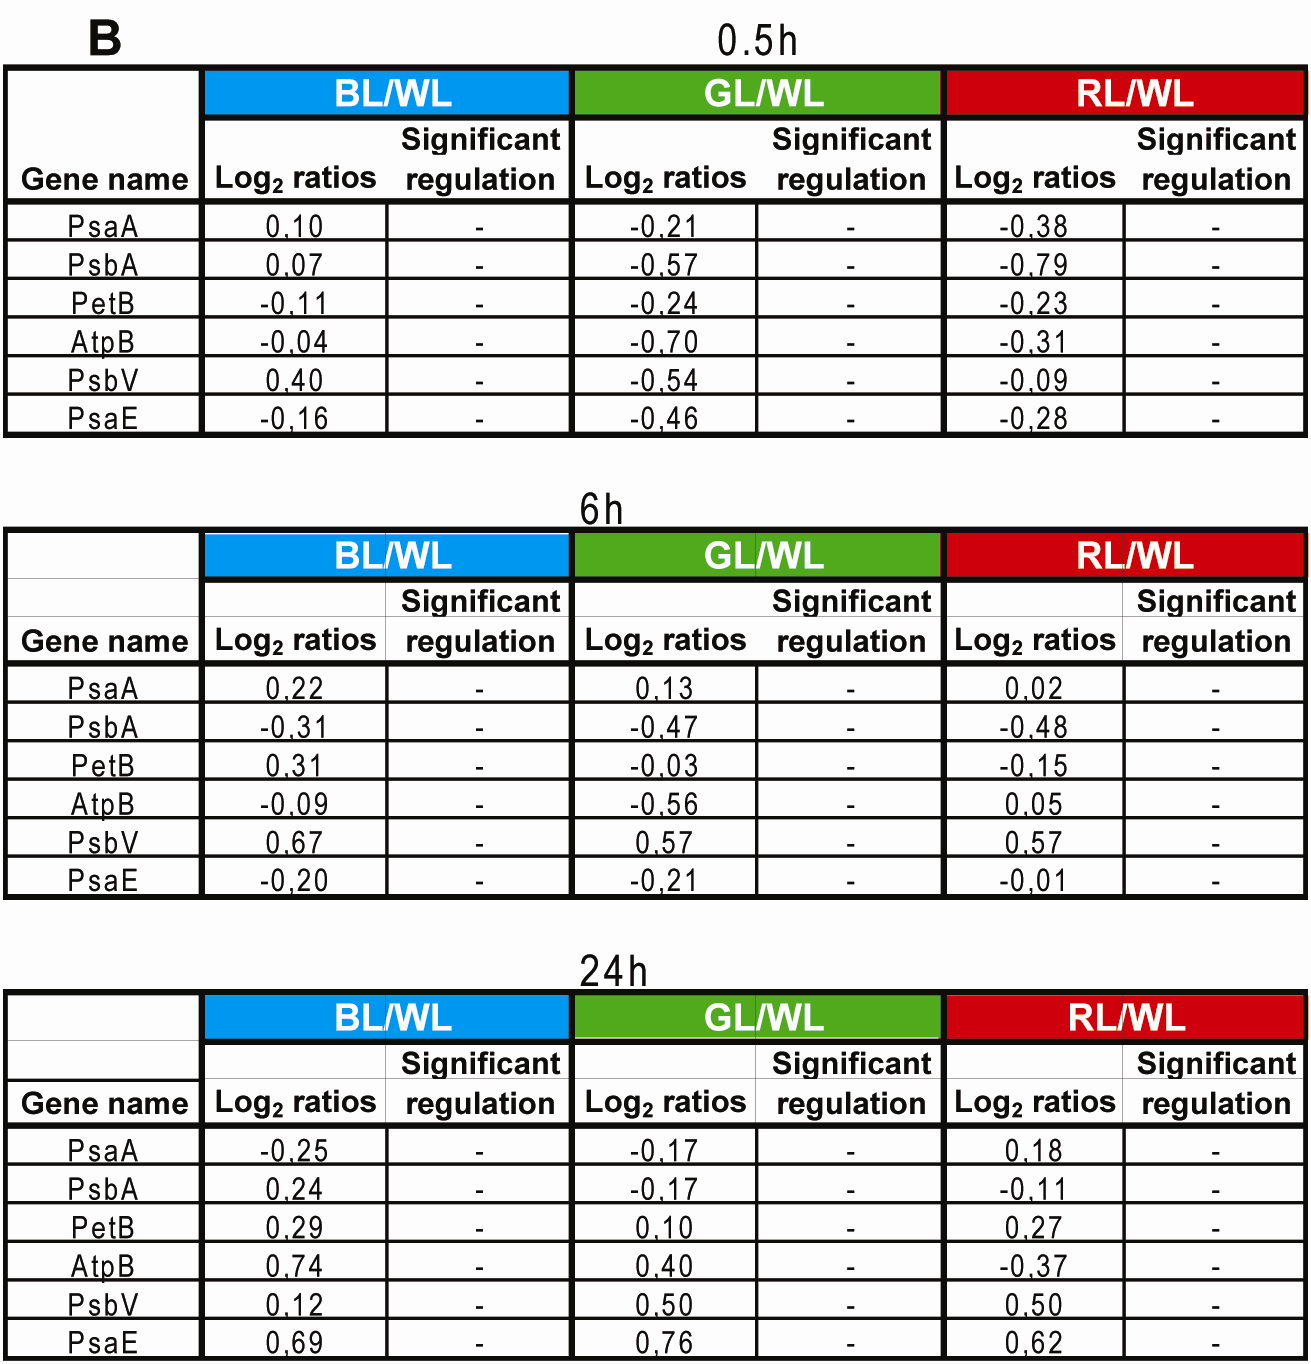

**Supplement:** Table S1 — Effect of light quality on chloroplast gene expression in cultures treated with light of different quality.

# Supplementary material for: System Responses to Equal Doses of Photosynthetically Usable Radiation of Blue, Green, and Red Light in the Marine Diatom Phaeodactylum tricornutum
**Source:** PLoS One. 2014 Dec 3;9(12):e114211. doi: 10.1371/journal.pone.0114211

**Supplemental Table 2. Effect of DCMU on gene expression in cultures treated with light of different quality.**

Relative gene expression ratios (log2 transformed) were calculated by qRT-PCR analyses of the expression of a subset of category 1 and 2 genes in DCMU+light treated (BL, GL or RL) cultures versus the expression in corresponding control cultures without the photosynthetic inhibitor. DCMU was added in complete darkness. The light exposure time was 0.5 h. Genes showing a relative expression ratio > +/- 1.5 and a p-value < 0.05 (student’s t-test) were considered to be significantly regulated (marked with V).

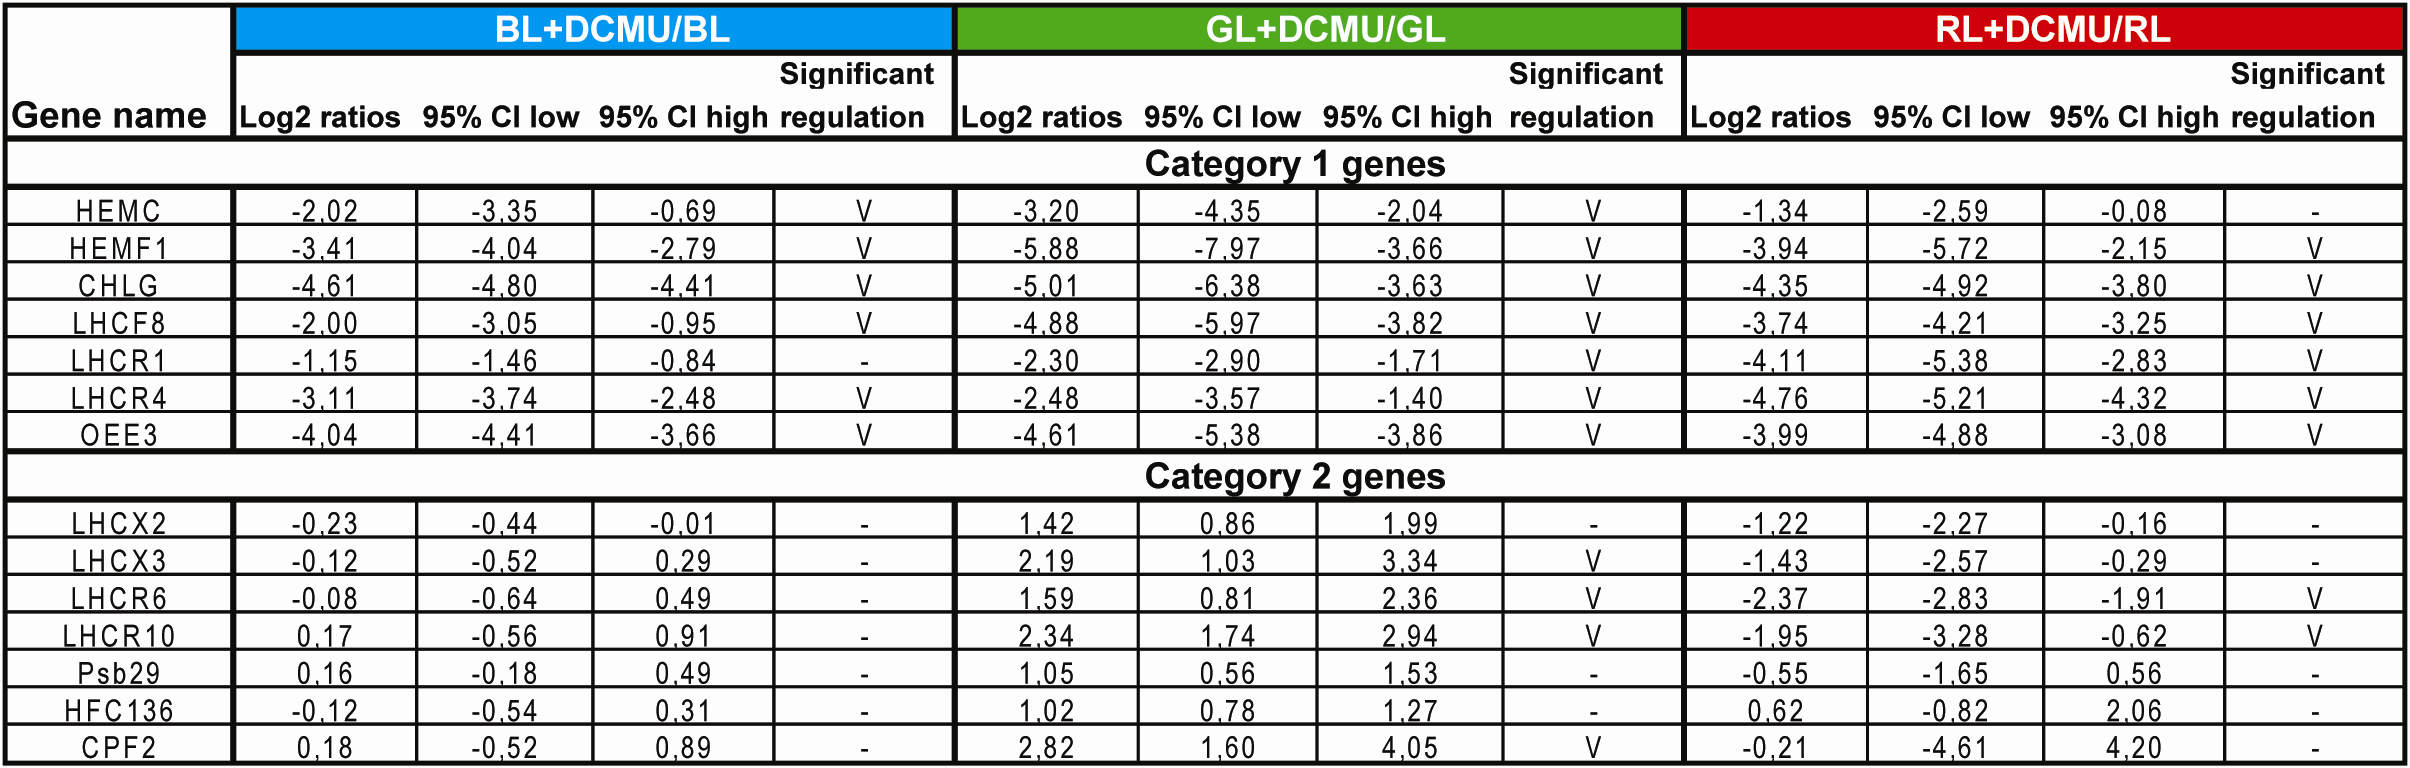

**Supplement:** Table S2 — Effect of DCMU on gene expression in cultures treated with light of different quality.

# Supplementary material for: System Responses to Equal Doses of Photosynthetically Usable Radiation of Blue, Green, and Red Light in the Marine Diatom Phaeodactylum tricornutum
**Source:** PLoS One. 2014 Dec 3;9(12):e114211. doi: 10.1371/journal.pone.0114211

**Supplemental Table 3. Category 2 gene expression in RLmax treated cells compared to RL treated cells.** Relative gene expression ratios (log2 transformed) were calculated by qRT-PCR analyses of the expression of a subset of category 2 genes in 0.5 h RLmax treated cells versus 0.5 h RL treated cells.

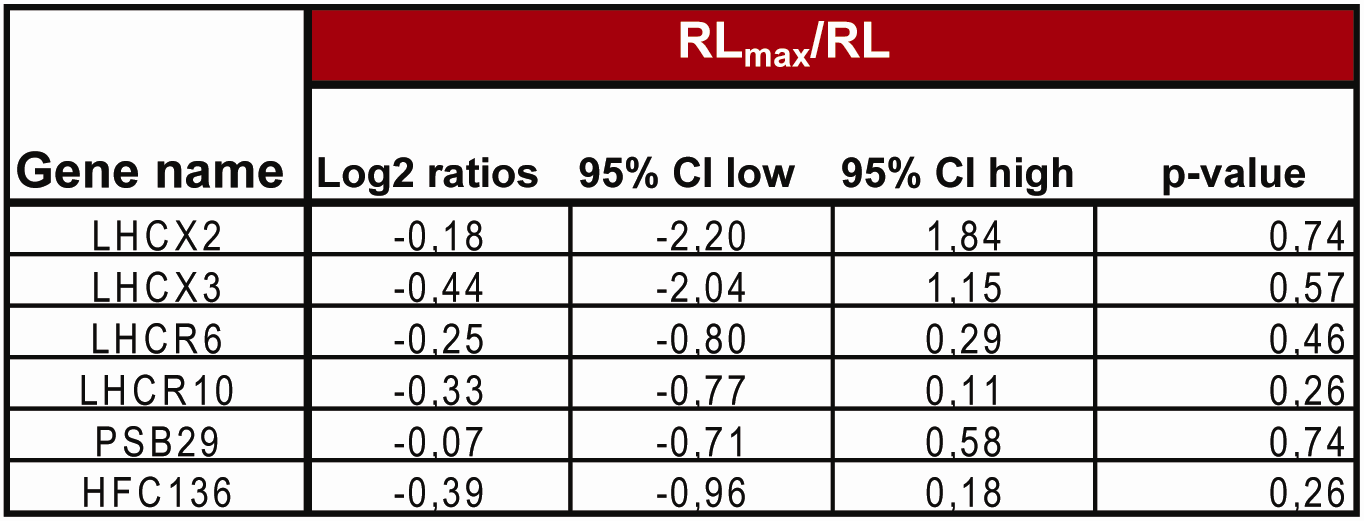

**Supplement:** Table S3 — Category 2 gene expression in RLmax treated cells compared to RL treated cells.

How the deposited data were processed for this re-analysis (not part of the article)

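Transcript levels were measured on 27 one-colour Agilent arrays (Cy3), with 1 RNA sample per array and 3 biological replicates for each of BL, GL and RL at 0.5 h, 6 h and 24 h. The irradiances were 50, 100 and 230 µmol m-2 s-1 for BL, GL and RL, so that light colour and irradiance cannot be separated. They were set by the paper to give equal PUR. The arrays of WL and of dark-treated cells, which the paper used as controls and in its normalization, were not analysed here.

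Per the file headers, the authors made the intensity values with Agilent Feature Extraction 9.5.1.1: spot intensities were read from the scans, a spatial background trend was removed and a multiplicative detrending was applied within each array, with no scaling between arrays. The resulting processed signal is on a linear scale. The authors' own processed values, as deposited, are linear whole-number intensities that were normalized between arrays by the authors, with the same highest value on every array. The paper's text does not name that normalization and refers to an earlier study for the array analysis. Per array, these values correlated with the log2 mean spot intensity at 0.986 or more.

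The 43803 non-control probes of 60 nt were used. Spots flagged as outliers by Feature Extraction (13 to 248 per array, 1448 probes on any array) were set to missing, except in the fits of the authors' processed values. The log2 of the processed signal minus its 75th percentile on the array was fitted with limma 3.58.1 in R 4.3.3 (files read with data.table 1.17.8). The model had a mean for each of the 9 groups, no block and 18 residual degrees of freedom, with Benjamini-Hochberg adjustment over the 43760 probes that could be fitted. All p-values in the passages and the closing section are moderated t-tests of limma unless stated otherwise, and a probe or gene was counted as differentially expressed at an adjusted p below 0.05. The contrasts were those between light colours at each exposure time, between exposure times in each light colour, and the differences of light-colour contrasts between exposure times (interactions). Where leaving out an array or an outlier flag leaves a group with fewer arrays, its spread is assumed to be like that of the other groups.

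Between 38358 and 42246 probes per array were well above background, and at most 5 were saturated. In data simulated from the means and spreads of 42355 probes, with 200 probes changed between RL and BL at 0.5 h, 53% of the 2-fold and 86% of the 4-fold changes were recovered, 6 unchanged probes were called, and 2 probes were called in 7 contrasts without change. A lack of difference for a single gene is therefore weak evidence for changes near 2-fold. In the data RL and BL differed in 60.4% of the probes at 0.5 h, so that the adjusted threshold was looser there than in the simulation.

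The array files give probes design numbers and sequences without gene names. Of the 131 genes of Table S4 and the reference genes of the methods, which were to be named by a rule set before the data were examined, those were named for which a probe holds a full qRT-PCR primer of Table S5 in the sense strand (9 probes and 7 genes, from 50 primers of 25 genes). The other genes, and the mean of the 2 probes closest to the 3′ end, were not analysed here. A gene's level is the mean of its probes. The rule also named the largest changes outside Table S4; in their place, the largest changes among probes not paired with a gene are given for RL against BL at 0.5 h, and whether these belong to genes of Table S4 was not analysed here. Only 3 of 53 category 1 genes and 2 of 13 category 2 genes of the study's list had such a probe, so that set tests of the categories (camera and fry) were not run.

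The alternatives were quantile normalization, normexp background correction (offset 50) of the mean and local background intensities, the authors' processed values, a filter on dim probes (42196 probes well above background on all arrays of at least 1 group), an intensity trend in the prior variance, the replicate number or the slide as a block, the slide as a random block (correlation within slides 0.40), only the 9 arrays of an exposure time, a 2-fold threshold, an adjusted p below 0.01, the single brightest probe of a gene, the category lists of the earlier study, and leaving out each array in turn. These alternatives were set before the data were examined; a block for scan day, and the slide as a fixed block for interactions, were added later. Other groupings of the arrays were also counted, as all 10 splits of 6 arrays or 100 relabellings, of light colours within each exposure time or of exposure times within each light colour.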

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

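The tests for slides and scan days at 24 h, for the scaling of the arrays, for a single mislabelled array and for arrays swapped between light colours, the relabelling of exposure times, the scan day block and the slide block for interactions were chosen only after the result was seen.

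The difference between light colours itself differed between exposure times, which the paper describes from ratios to WL without a test of that difference. Between 6 h and 0.5 h, the interaction passed an adjusted p of 0.05 in limma for 14274 probes (GL against BL), 20884 probes (RL against BL) and 11169 probes (RL against GL). Between 24 h and 0.5 h, it passed for 15561, 21807 and 7714 probes. With the slide as a fixed block the 6 counts were 19316, 25822, 15740, 19312, 25242 and 10764. To test for a light-colour effect that is the same at all times, the mean of each exposure time was removed and the times were relabelled among the arrays of each light colour. Of 100 relabellings, the real one included, a count as large arose in 1 for each of the 6 interactions, so that chance can be excluded if arrays of a light colour are exchangeable between slides. Relabelling light colours within each time, which had been planned (2, 1, 2, 1, 1 and 2 of 100 relabellings in the order above), tests for no light-colour effect at all and is not used for the interactions.

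Each of the 3 category 1 genes showed it. For *OEE3* the log2 interaction was −4.74 (GL against BL, 6 h minus 0.5 h), −4.54 (RL against BL, 6 h), −4.50 (GL against BL, 24 h minus 0.5 h) and −4.39 (RL against BL, 24 h). *HEMC* had −5.40, −4.94, −5.34 and −5.10 in the same order, and *CHLG* −4.67, −2.93, −3.88 and −2.94. For *CHLG* the interaction of RL against GL at 6 h was 1.73. These 13 values passed the threshold under every alternative and with any array left out.

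In category 2 the interactions of GL and RL against BL had the opposite sign to those of category 1. *PSB29* had 2.19 for RL against BL and 1.56 for RL against GL (6 h minus 0.5 h), and 1.28 for GL against BL and 1.70 for RL against BL (24 h minus 0.5 h). *LHCR6* had 2.85, 1.62, 1.35 and 1.81 in the same order. The interactions of GL against BL at 24 h were near the threshold. That of *PSB29* (adjusted p = 0.039) was 0.72 under quantile normalization (adjusted p = 0.19) and 0.60 with the authors' processed values (adjusted p = 0.40), missed the threshold under normexp background correction (adjusted p = 0.069), and was lost when any of 5 arrays was left out, for example 0.98 without blue light 24 h replicate 1 (adjusted p = 0.11). That of *LHCR6* (adjusted p = 0.047) was 0.74 (adjusted p = 0.32) and 0.34 (adjusted p = 0.76) under the same settings, missed the threshold under normexp background correction (adjusted p = 0.054) and with the slide block (adjusted p = 0.061), and was lost when any of 9 arrays was left out, for example 0.95 without green light 0.5 h replicate 1 (adjusted p = 0.14). With the authors' processed values the interaction of RL against BL at 24 h was lost for *PSB29* (1.13, adjusted p = 0.062) and *LHCR6* (1.17, adjusted p = 0.15), and for *LHCR6* it was lost under quantile normalization too (1.19, adjusted p = 0.068). The interaction of RL against GL at 6 h for *LHCR6* was lost without green light 0.5 h replicate 2 (1.34, adjusted p = 0.057).

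Several technical explanations were tested for the loss of differences after 0.5 h. The arrays of BL at 0.5 h were the dimmest, but among the brightest 10940 probes RL and BL differed in 61.2% at 0.5 h and in 10.2% at 24 h, with a median size of the log2 ratio of 0.67 and 0.22, which argues against dim arrays as the whole cause. The median at 0.5 h was larger in the dimmest 10940 probes (0.89, with 53.8% called), so that dim arrays may add to the size of the ratios there. With the trend with GC content removed from each array, the interaction of RL against BL at 24 h passed for 23780 probes, against 21807 without this step. Of the arrays of RL and BL at 24 h, only replicate 2 of BL had another scan day. Without it RL and BL differed in 2987 probes at 24 h, whereas at 0.5 h they differed in at least 24217 with any 1 array left out, which argues against differences between scan days at 24 h as the whole cause of the loss for this pair. With the scan day as a block, RL and BL differed in 26599 probes at 0.5 h, but each scan day held the light colours equally there, so that this count decides nothing. The arrays at 24 h differed in brightness between slides, but the slide as a block raised RL against BL at 24 h only to 5563 probes, against 30387 at 0.5 h. Over quantile normalization, normexp background correction and the authors' processed values, the ratio of the count at 0.5 h to that at 24 h was at least 5.25 for each pair of light colours.

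Mixed-up arrays at 24 h were also tested. Of the 9 arrays at 24 h, 4 correlated best with the other arrays of their own light colour, whereas 9 of 9 did at 0.5 h and at 6 h. Since the arrays at 24 h also followed their slides, a mislabelled array at 24 h cannot be told apart from a slide effect by these correlations. A single wrong label as the whole cause is argued against by the counts with any 1 array left out, which at 24 h reached at most 801 probes for GL against BL, 5012 for RL against BL and 3316 for RL against GL. For arrays swapped between blue and green light at 24 h, the other splits of the 6 arrays gave at most 0 probes in limma. For BL and RL they gave at most 10135 probes, above the 4521 of the real split but below the 26430 at 0.5 h. Swaps within these pairs are thus argued against as the whole cause. For RL and GL, another split gave 15398 probes, above the 14216 at 0.5 h. That split follows the slides, so that its count cannot tell swapped arrays of RL and GL at 24 h from a slide effect. With the slide as a block, RL and GL differed in 3175 probes at 24 h, against 18930 at 0.5 h. If the labels are right, this argues against differences between slides as the whole cause of the lower count for this pair. Swapped arrays of RL and GL at 24 h stay open.

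What stays open is which property of the treatments lies behind the difference at 0.5 h. Most of the technical explanations tested are argued against, with mixed-up arrays at 24 h left open as above, and a transcriptional response to light colour that fades with exposure time may be the reason, as a hypothesis found and tested on the same arrays (20637 probes at most for RL against BL, 6 h minus 0.5 h, with any 1 array left out). Irradiance, which the paper set to give equal PUR, changed together with light colour and was not tested apart from it. Exposure times also lay on different slides and, for 24 h, on different scan days, which does not affect contrasts within a slide but leaves any loss of differences on all arrays of a slide or scan day untested.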

How the results depend on the processing

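The scan day block and the slide block for interactions were chosen only after the result was seen; the cause was not tested for the changes below, unless stated.

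Counts of probes between light colours stayed within 1.5 times under quantile normalization (0.818 to 1.077 times), the filter on dim probes (0.976 to 1.02), the intensity trend in the prior (0.98 to 1.008), the replicate block (1.042 to 1.132), only the 9 arrays of that time (0.718 to 1.031) and the scan day block (0.809 to 1.038). With adjusted p below 0.05 and at least 2-fold, which asks for more by construction, they were 11391, 16042 and 6104 at 0.5 h (GL against BL, RL against BL, RL against GL), 1259, 3393 and 3262 at 6 h, and 574, 2002 and 1177 at 24 h. With adjusted p below 0.01 they were 1323, 5531 and 5000 at 6 h and 553, 2734 and 1525 at 24 h. GL against BL gave 1039 probes at 6 h and 559 at 24 h under normexp background correction, and 656 at 24 h with the series matrix values (the authors' processed values). The slide block raised the counts at 6 h to 3704, 12653 and 11714, by removing differences between slides.

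Changes with exposure time stayed within 1.5 times under the scalings, the filter on dim probes, the intensity trend in the prior, the slide as a random block (0.916 to 1.046) and, for 6 h minus 0.5 h, the scan day block (0.919 to 0.955). At least 2-fold, the counts were 6293 (24 h minus 6 h) in BL, 15964, 16220 and 6634 (6 h minus 0.5 h, 24 h minus 0.5 h, 24 h minus 6 h) in GL and 13414, 12626 and 4269 in RL. With adjusted p below 0.01 the counts for 24 h minus 6 h were 9807, 10339 and 7536 in BL, GL and RL. Interactions moved over 1.5 times for GL against BL at 6 h (9435, at least 2-fold) and RL against GL at 24 h (4809, at least 2-fold; 4622, adjusted p below 0.01; 11668, slide as a random block).

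With each array left out in turn (leave-one-out), counts between light colours were 19265 to 21185, 24217 to 25209 and 11884 to 12921 at 0.5 h, 1620 to 2092, 6476 to 7377 and 5786 to 7215 at 6 h, and 612 to 801, 2987 to 5012 and 1708 to 3316 at 24 h. The lowest counts at 24 h were those without blue light 24 h replicate 3, blue light 24 h replicate 2 and green light 24 h replicate 3. For 24 h minus 6 h they were 10523 to 19193 in BL, 11243 to 21578 in GL and 9415 to 10907 in RL; the other changes with exposure time were 30191 to 30780 and 30133 to 31985 in BL, 24104 to 24938 and 24146 to 28224 in GL, and 21250 to 21844 and 20641 to 22077 in RL. Interactions were 12809 to 14768, 19369 to 20637 and 9852 to 10931 at 6 h and 13791 to 15790, 19999 to 22012 and 6367 to 9175 at 24 h.

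For category 2 at 0.5 h, GL against BL called 0 of 2 genes with the series matrix values (limma; 2 in the reported fit) and 1 with the lists of the earlier study, which hold 1 of the 2 genes; RL against BL called 1 with those lists. RL against GL called 1 under normexp background correction, 1 with the series matrix values and 1 with the lists of the earlier study. Category 1 called 2 genes in RL against GL at 0.5 h with the replicate block and 2 with the slide block (1 in the reported fit). With the slide block, category 2 called 1 gene at 6 h in GL against BL and 1 in RL against GL (0 in the reported fit). RL against BL at 24 h called 0 category 2 genes under quantile normalization, 0 with the series matrix values and 0 with only the 9 arrays of that time (1 in the reported fit). With arrays left out, category 2 called 1 to 2 genes in GL against BL at 0.5 h (1 without blue light 0.5 h replicate 3), 0 to 2 in RL against GL at 0.5 h (0 without green light 0.5 h replicate 2) and 0 to 1 in RL against BL at 24 h. *PsaE* and *PsbV* were not called between light colours under any alternative. Set tests of the categories (camera, fry) were not run, since 3 of 53 and 2 of 13 genes had a named probe.

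Of 62 values of named genes past the threshold, 47 stayed past it under every alternative and with any array left out, and 15 were lost under at least 1. Of their 941 alternative values, 869 kept direction and call, 71 kept direction alone and 1 reversed: *HEMC* at 24 h minus 0.5 h in GL was −0.035 under quantile normalization (0.65 in the reported fit, adjusted p = 0.046). Of 1585 alternative values of the 106 values not past the threshold, 21 passed it.

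The share of probes called higher depended on the scaling. In 22 of 72 comparisons (24 contrasts, 3 scalings) it moved by over 10 points, and in 32 the median of all probes moved by over 0.1 on the log2 scale (by −0.38 to 0.3). It went from 54.6% to 40.5% under normexp background correction for RL against BL at 0.5 h and from 58.8% to 48.6% under quantile normalization for RL against GL at 0.5 h. At 6 h, GL against BL went from 28.8% to 39.8% (quantile), 43% (normexp) and 39.9% (series matrix), and RL against GL from 50.7% to 39.4% (normexp). At 24 h, GL against BL went from 40.2% to 51.3% (quantile) and 51.9% (normexp). For changes with exposure time it went from 55.6% to 44.5%, 43.4% and 45.1% (quantile, normexp, series matrix) at 24 h minus 0.5 h in BL, from 53.6% to 42.7% (quantile) and 42.9% (series matrix) at 24 h minus 0.5 h in GL, and from 46.2% to 34.4% (normexp) at 24 h minus 6 h in GL. For interactions at 6 h it went from 37.2% to 48.4%, 50.1% and 49.8% in GL against BL and from 41% to 51.6% (quantile) and 51.1% (series matrix) in RL against BL; at 24 h it went from 40.2% to 50.3% (series matrix) in GL against BL and from 43.7% to 54.1% (quantile) and 59.9% (normexp) in RL against BL.

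At 0.5 h and 6 h arrays with the same replicate number shared a slide, whereas at 24 h the number is not the slide. The replicate block joins the same number over all exposure times, so that it is not the slide block. After removing group means, arrays of different light colours with the same number correlated above 0.1 in 3 of 9 pairs at 0.5 h, 6 of 9 at 6 h and 5 of 9 at 24 h. By slide, the pairs at 24 h did so in 6 of 6 cases (correlations 0.54 to 0.845), and pairs on different slides in 7 of 21. With the replicate block the counts between light colours were 23156, 27535 and 15302 at 0.5 h, 2570, 9267 and 8517 at 6 h and 1064, 5112 and 2895 at 24 h. Signal over background limited little, since the filter on dim probes changed no colour count by more than 1.02 times up or 0.976 times down.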

Differences from the paper's values

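Of 18 differences between light colours for *PsaE* and *PsbV* that can be formed from Table S1, 1 differs by sign from the value in the reported fit. For *PsaE* in RL against GL at 0.5 h, the paper's log2 difference is about 0.18 in Table S1 B, read by eye and formed by subtracting its ratios to WL, and the value here is −0.16. Of the alternatives set before the data were examined, the value without red light 0.5 h replicate 1 (0.13) has the paper's sign. The values under the other alternatives have the opposite sign: quantile normalization, normexp background correction, the authors' processed values, the filter on dim probes, the intensity trend in the prior, the replicate block, the slide block, only the 9 arrays of that time, the single brightest probe of the gene, and leaving out any of the other 5 arrays of GL and RL at 0.5 h. They lie between −0.35 and −0.00. The standard error of the difference is 0.72, and neither value can be told from 0. Under some alternatives other differences took the sign opposite to the paper's. With the slide as a block, *PsaE* at 24 h was 0.51 for RL against BL (paper −0.07). It was 0.21 for RL against GL (paper −0.14), while GL against BL kept the sign (0.30, paper 0.07). Leaving out 1 array reversed further signs. An example is *PsbV* in RL against BL at 0.5 h without blue light 0.5 h replicate 1 (0.14, paper −0.49).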

Other observations

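The comparison of the light colours within the brightest probes was chosen only after the result was seen.

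At 0.5 h, BL stood apart from both other light colours, in the same direction, in 17784 probes (40.6%), RL in 10727 (24.5%) and GL in 3439 (7.9%). In simulated data without change no probe did. At 6 h the light colour that stood apart most often was RL (5267 probes, 12%), with 1119 for BL and 931 for GL, and at 24 h it was RL again (1991 probes, 4.5%), with 678 for BL and 188 for GL. The arrays were relabelled within each exposure time, at all times together. A count as large arose in 1 of 100 cases (the real one) for BL at 0.5 h. The same held for RL at 6 h and for RL at 24 h. Chance can be excluded where no light colour differs at any time, which is what this relabelling tests. The exposure times shared a model, so that it cannot decide for 6 h or 24 h alone. At 24 h alone, another split of the arrays of RL and BL gave 10135 probes, against 4521 in the real one. For RL and GL it was 15398 against 2602. Chance therefore stays open for RL at 24 h. Dim arrays of BL at 0.5 h are argued against as the whole cause, since among the brightest 10940 probes BL stood apart in 41%, RL in 24.1% and GL in 8.3%. A biological explanation that the design offers, a response to BL that differs from the responses to GL and RL at 0.5 h, stays open. The irradiance of BL was lower, set by the paper to give equal PUR, and was not tested apart from light colour.

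A hypothesis was tested on which light colour changes as the differences at 0.5 h close by 6 h. The difference at 0.5 h was taken from 1 replicate and the change to 6 h from the others, in 3 rotations. For RL and BL, the share of the closing carried by the arrays of BL was 1.05, 1.041 and 0.96 (a share of 0.5 means equal parts), with the lowest at 0.96. For GL and BL the lowest share was 1.245 and the highest 1.421, since the levels in GL moved further in the direction of the difference. The closing may therefore lie more in BL than in the other light colours. An unusual state of the 3 cultures of BL at 0.5 h would give the same shares and stays open.

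Within the light colours, the number of probes that changed with exposure time was 31811 (6 h against 0.5 h), 32131 (24 h against 0.5 h) and 16368 (24 h against 6 h) in BL, 26164, 27011 and 16925 in GL, and 23603, 23288 and 12335 in RL. Without blue light 24 h replicate 3 the change from 6 h to 24 h in BL was called for 10523 probes, and without green light 24 h replicate 1 that in GL for 11243 probes. Exposure times lay on slides of their own, so that these counts include differences between slides.

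Chance cannot be excluded by splits of 6 arrays into 3 and 3, since only 10 splits exist. For the contrasts between light colours at 0.5 h and at 6 h, for GL against BL at 24 h and for the changes with exposure time, 1 of 10 splits (the real one) gave a count as large. For RL against BL and RL against GL at 24 h, 2 of 10 did. The other split followed the slides, with 10135 probes for the arrays of RL and BL and 15398 for those of RL and GL, and the real contrasts gave 5563 and 3175 probes with the slide as a block.

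The largest changes among probes not paired with a gene here are given for RL against BL at 0.5 h, where 24339 probes met the rule on the size and separation of the groups, 13822 of them higher and 10517 lower in RL. CUST_40621_PI255610003 was not well above background on any array of BL, and was at least 115-fold higher in RL than in BL. The difference was 0.66 at 6 h and −0.02 at 24 h. CUST_27352_PI255610003 was higher in RL too, but only 1 of 3 arrays of BL was well above background, so that no size is given; the difference was 0.34 at 6 h. CUST_32435_PI255610003 was not well above background on any array of RL and at least 819-fold lower than in BL, with −1.14 at 6 h and −1.33 at 24 h. CUST_22113_PI255610003 was lower by −11.11, with −0.12 at 6 h and −1.83 at 24 h. The genes of these probes, and whether they are listed in Table S4, were not analysed here, and no explanation was tested for them.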
